# An integrative transcriptome study reveals Ddit4/Redd1 as a key regulator of cancer cachexia in rodent models

**DOI:** 10.1038/s41419-021-03932-0

**Published:** 2021-06-26

**Authors:** Mengyuan Niu, Li Li, Zhonglan Su, Lulu Wei, Wenyuan Pu, Chen Zhao, Yibing Ding, Junaid Wazir, Wangsen Cao, Shiyu Song, Qian Gao, Hongwei Wang

**Keywords:** Cancer metabolism, Transcriptomics

## Abstract

Cancer cachexia is a multifactorial metabolic syndrome that causes up to 20% of cancer-related deaths. Muscle atrophy, the hallmark of cancer cachexia, strongly impairs the quality of life of cancer patients; however, the underlying pathological process is still poorly understood. Investigation of the disease pathogenesis largely relies on cachectic mouse models. In our study, the transcriptome of the cachectic gastrocnemius muscle in the C26 xenograft model was integrated and compared with that of 5 more different datasets. The bioinformatic analysis revealed pivotal gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of the disease, and the key genes were validated. Construction of the protein-protein interaction network and the comparison of pathways enriched in cancer cachexia with 5 other muscle atrophy models revealed Ddit4 (DNA damage-inducible transcript 4), as a key protein in cancer cachexia. The higher expression of Ddit4 in cachectic muscle was further validated in animal models and cachectic cancer patients. Further study revealed that p38 induced the expression of Ddit4, which in turn inhibited the mTOR pathway in atrophic cells.

## Introduction

Cancer cachexia is a multifactorial metabolic syndrome that affects approximately 50–80% of cancer patients, especially in the advanced disease stages [1]. It is characterized by a negative energy balance of reduced food intake and exceeded metabolism and causes up to 20% of cancer deaths [2]. Clinically, cancer cachexia is defined as weight loss of greater than 5% or weight loss greater than 2% in individuals already showing depletion according to current body weight and height (body-mass index [BMI] < 20 kg/m²) or skeletal muscle mass (sarcopenia) within 12 months [3].

Muscle atrophy is the hallmark of cancer cachexia. It causes physical malfunction, compromises the immune system, leads to insulin resistance and fatigue, and strongly impairs patients’ quality of life [4, 5]. Thus, protection from muscle loss is vital in the treatment of cancer cachexia. However, there are no approved, effective treatments for muscle wasting in cancer, and nutrition support alone cannot reverse these symptoms [1]. Therefore, a profound understanding of the alteration in muscle atrophy at the molecular level is urgently needed.

Various rodent models, including cancer cell xenograft models [6, 7], patient-tumor xenograft (PDX) models [8], and transgenic mouse models [9] have been established to mimic the muscle wasting phenotype of cancer cachexia. Although studies of these models have revealed numerous mechanisms of cancer cachexia, an integrative study is still needed, to uncover the possible general molecular pathways and genes in the key organ, muscle, regardless of the model adopted. Furthermore, a comparison of the overall transcription profile between cancer or noncancer-induced muscle atrophy will be greatly helpful in revealing the uniqueness of the disease.

Here, the transcriptome of the cachectic gastrocnemius muscle was compared with that of normal muscle in a C26 xenograft-induced cancer cachectic model. Gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of differentially expressed genes (DEGs) were enriched. The data were then integrated with 5 published cachectic mouse muscle transcriptome datasets for further investigation. The batch effect of the merged data was removed, and GO term and KEGG pathway enrichment analysis was performed according to the DEGs discovered between cachectic and normal muscle. The merged data differences were compared with our results at the gene and pathway levels, and key genes were validated. In addition, a protein–protein interaction (PPI) network based on the enriched genes was constructed to allocate key gene nodes in cancer cachexia and compared with other muscle atrophy models and the biological function was further confirmed at the cell level, in the animal models, and in cancer cachexia patients.

## Materials and methods

### Cell culture

The colon-26 (C26) murine adenocarcinoma cell line was cultured as a monolayer with RPMI-1640 medium (Life Technology, New York, NY, USA) supplemented with 10% fetal bovine serum (HyClone, Logan, UT, USA), L-glutamine, 100 units/ml penicillin and 100 mg/ml streptomycin (HyClone) in a humidified atmosphere containing 5% CO_2_ at 37 °C. Murine C2C12 myoblasts obtained from the American Type Culture Collection (ATCC) were maintained in Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum and antibiotics (100 U/ml penicillin and streptomycin, referred to as growth medium, GM). To induce myotube differentiation, the cells were grown to 100% confluence and exposed to DMEM containing 2% horse serum (Life Technology) (referred to as differentiation medium, DM) for up to 4 days. No mycoplasma contamination was validated by PCR in these cell lines before experiments.

### Experimental mice

All mouse experiments were performed with the approval of the Institutional Animal Care and Use Committee of Nanjing University (IACUC-2003124). Six-week-old male BALB/C mice were purchased from the Model Animal Research Center of Nanjing University, maintained in specific-pathogen-free (SPF) conditions, and acclimated for 1 week. Mice were housed in IVC cages (five per cage) with free access to drinking water and a basal diet under controlled conditions of humidity, light (12 h light/12 h dark cycle), and temperature. The mice were randomly assigned to cachexia or control group (*N* = 10). For the cachexia model generated by tumor cell xenograft, 100 μl C-26 murine adenocarcinoma cells were subcutaneously inoculated into the right flanks of the mice (5 × 10^5^ cells/mouse). Mice were weighed daily and then euthanized under isoflurane anesthesia. Tissues were collected, weighed, snap-frozen in liquid nitrogen for RNA extraction, or fixed in 4% paraformaldehyde for histochemistry analysis.

### Patient samples

The study was approved by the Ethics Committee of Affiliated Drum Tower Hospital, Medical School of Nanjing University (IRB number: 20200115003). All patients provided written informed consent. Cachexia was defined clinically as documented non-intentional dry weight loss of >5 kg (all > 10% of their previous normal weight) in ≤ 3 months [10].

All noncachectic control patients don’t have obvious involuntary weight loss not explained by other diseases or recent surgery. Cachectic patient biopsy specimens of skeletal muscle were collected after hepatobiliary surgery. Noncachectic control samples were acquired from patients undergoing elective orthopedic surgery. Five cachectic and four noncachectic control patients were recruited. All eligible patients gave written informed consent. The demographic information of the patients was listed in Table S1.

### RNA isolation and sequencing

Total RNA was isolated from muscle biopsies using TRIzol (Invitrtogin) according to established methods [11]. The mRNAs were enriched by removing rRNA with RNaseH. Target RNAs were fragmented into short fragments in the fragmentation buffer, and cDNAs were synthesized using the RNA fragments as templates for N6 random primers, followed by end reparation and ligation to adaptors. The quantity and quality of the cDNA libraries were assessed using an Agilent 2100 BioAnalyzer. Finally, the libraries were sequenced on the BGISEQ-500 with 50 single-end reads. Sequencing reads that contained adaptors were of low quality, or that aligned to rRNA were filtered off before mapping. The clean sequence reads were then aligned with the reference genome of Mus musculus (GRCm38.p5) downloaded from NCBI using bowtie2. Fragments per kilobase of transcript per million mapped reads values were obtained by transforming mapped transcript reads using RSEM. The data were submitted to GEO (GSE175570).

### Data processing

The transcription data of the muscles of cachectic mice and other muscle atrophy models were downloaded from the GEO database (GSE numbers: GSE133524 as test1; GSE138464 as test2; GSE107470 as test3, GSE142455 as test4; GSE137985 as test5, the information of the model adopted, the sample numbers, the gene background of mice, tissue collected, et al was listed in Table S4 with detail.) with the “GEOquery” R package [12]. Only samples without any additional treatment were included. Our RNA sequencing result was assigned as test6. Other muscle atrophy models (GSE62897, Limb immobilization; GSE81367, Huntingdon disease; GSE124394, fasting; GSE39195, Denervation; and GSE139213, Rapamycin) were also quired as above. The data in fragments per kilobase of transcript per million mapped reads (FPKM) or count form were transformed to transcripts per million (TPM). The numbers of transcripts validated in each dataset varied from 11,188 to 26,061. To compare the variation between cachectic conditions in all datasets, a total of 9964 transcripts shared in all datasets were addressed. The expression values not in log form were log2‐transformed before cross‐platform normalization. The bath effect of the datasets was removed by the “sva” package [13]. Based on the systematic evaluation, the ComBat function was applied to the data to remove the batch effect between the platforms [14]. Principal component and clustering analysis were used to evaluate whether the batch effect was removed. The data were then normalized by TMM method [15], and the DEGs were identified between cachectic mice and control ones with the “limma” R package [16].

### Functional enrichment analysis

The KEGG pathway and GO biological process enrichment were analyzed, and visualized by the “clusterProfiler” R package [17] or GSEA software(Version 4.1.0 [18]). As the GSEA analysis was based on human genes, the gene symbols of mouse were transformed to human homologs by biomaRt R package [19] before enrichment.

### Identification and validation of hub genes

For biological interactions, the genes were submitted to the Search Tool for the Retrieval of Interacting Genes (STRING, http://www.string-db.org/ [20]), and the PPI network was retrieved, analyzed, and visualized by Cytoscape v3.7.2 software [21]. The color of the node was mapped to the degree of the gene, and the circle and font size of the node was mapped to the number of direct edges.

### Quantitative PCR

Total RNA from snap-frozen muscle was isolated following the RNeasy Micro Kit protocol (Qiagen, Hilden, Germany). The mRNA was reverse-transcribed into cDNA with PrimeScript RT Master Mix (TaKaRa, Otsu, Japan) and subjected to quantitative real-time PCR with SYBR Green using PCR Master Mix (Life Technology). 

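The primers in Table S2 were compared with the GENCODE transcripts of GRCm38. Most pairs matched their named gene exactly on both strands. The Ddit4 forward primer spanned exons 2 and 3, and the pair gave a product of 97 bases. Bpgm and Pgm2 are listed with the same pair, which matched Bpgm and not Pgm2 and gave a product of 90 bases. Ywhah and Ywhae also share a pair, and it gave a product of 113 bases from Ywhah and none from Ywhae. A pair is likewise shared by Camk2a and Calm2. Its forward primer matched Calm2 and its reverse primer matched no transcript exactly. Each of the pairs for Akt1, Eif4ebp1, Mknk2, Ywhag and GAPDH had a primer without an exact match. Near matches were not sought, so a wrong letter in a listed sequence would look the same. The lack of an exact match therefore does not show that a primer misses its gene.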

Primer sequences of all tested genes are provided in Table S2.

### Transfection of small interfering RNAs (siRNAs) and overexpression plasmids

siRNA transfection was performed using Lipofectamine RNAiMAX transfection reagent (Life Technology) by following the manufacturer’s guidelines. Briefly, C2C12 cells were seeded into a six-well plate. After four days of differentiation, 5 pmol of siRNA was diluted with Opti-MEM and mixed with the transfection reagent, and the mixture was added to each well. After transfection for 24 h, the cells were challenged with different treatments; some were co-cultured with C26 cell-conditioned media (C26 CM), and some were cultured in DMEM. 

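Ddit4 lies on the minus strand of chromosome 10 of GRCm38 from 59949669 to 59951834. Its annotated transcript has 3 exons and 1755 bases, and the coding region runs from 59950539 to 59951512. The siRNA siDdit4#1, with the sequence AGAGGAGGACGAGAAACGAUC, is complementary to bases 59951477 to 59951497 in exon 2. The siRNA siDdit4#2, with the sequence ACUUAACAGCCCCUGGAUCUU, is complementary to bases 59950653 to 59950673 in exon 3. Both sites lie in the coding region, and the scrambled control sequences matched 0 transcripts.

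**Figure D1:**
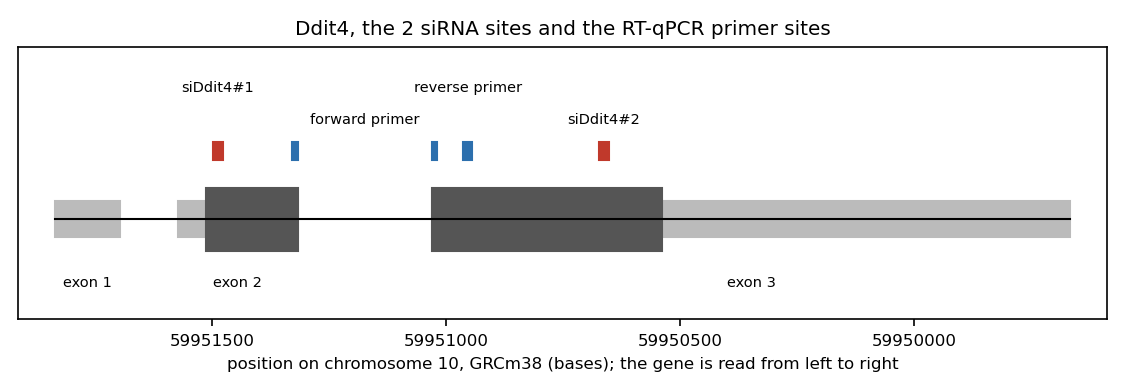
Position along Ddit4 on chromosome 10 of GRCm38, in bases. Grey boxes are the 3 exons, dark boxes the coding region, red marks the sites of siDdit4#1 and siDdit4#2 and blue marks the RT-qPCR primers. Both siRNA sites sit inside the coding region, and the forward primer is split between exons 2 and 3.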

The siRNA sequences specific for Ddit4 are listed in Table S2.

For Ddit4 overexpression, the ORF of Ddit4 was synthesized and cloned to pcDNA3.1 vector by Genescript (Nanjing, China).

C2C12 cells were transiently transfected with Ddit4 plasmids using the Lipofectamine 2000 Transfection Reagent according to the manufacturer’s instructions (Life Technology).

### Histology and immunofluorescence

Procedures for determining the fiber cross-sectional area (CSA) were conducted as previously described [22]. Briefly, fixed transverse sections (7 μm) were cut from the mid-belly of the gastrocnemius with a cryostat at −20 °C and then stained with hematoxylin and eosin (H&E). The CSA and number of myofibers with central nuclei among the individual myofibers and the diameter of the myotubes were determined by using Fiji software [23].

For immunofluorescence analysis, cells were seeded onto sterile preprocessed glass coverslips that were precoated with 1% gelatin. After C2C12 myoblasts had differentiated into myotubes, the cells were washed twice with PBS, followed by fixation in 4% paraformaldehyde for 15 min. After being rehydrated in PBS, the cells were blocked for 30 min in 1% bovine serum albumin (BSA) in PBS containing 0.2% Triton-X (PBST). Then, the cells were incubated with an anti-myosin heavy chain (MHC) (R&D Systems, Minneapolis, MN, USA) (1:100) in 1% BSA/PBST overnight at 4 °C. Cells were then incubated with a fluorescence-labeled secondary anti-mouse antibody (1:1000) and DAPI (1:1000) at room temperature for 1 h. The specimens were examined under an FV10i laser scanning confocal microscope (Olympus, Tokyo, Japan). The fluorescence score was calculated by multiplying the average light intensity and area of fluorescence staining with Fiji software.

### Western blotting

Total protein extract was obtained by homogenizing either skeletal muscle or C2C12 myotube samples in RIPA buffer (150 mM NaCl, 1.0% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, and 50 mM Tris, pH 8.0) supplemented with a protease inhibitor cocktail (Roche, Indianapolis, IN, USA). The protein concentration in the supernatants was determined with a BCA kit (Pierce, Rockford, IL, USA). Then, 20 µg of total protein was separated by electrophoresis in a 10% SDS-polyacrylamide gel and transferred to a PVDF membrane (Millipore, Billerica, MA, USA) for western blot analysis. Antibodies against p70S6K1 (Thr389), 4E-BP1 (Ser65), mTOR, mTOR (Ser2448), p-P38, P38, and p62 were obtained from Cell Signaling Technology (Danvers, MA, USA). Antibodies against total p70S6K1 and 4E-BP1 were obtained from Beyotime (Nanjing, China). Antibodies against Ddit4, LC3, and GAPDH were obtained from ProteinTech. P38 inhibitor-SB203580 was purchased from Beyotime (Nanjing, China).

### Statistical analysis

Data were presented as the mean ± SD. For comparisons of two groups that were normally distributed, the student’s *t*-test was adopted. The Mann-Whitney’s rank-sum test was used for the values that were not normally distributed (as determined by the Kolmogorov–Smirnov test). For comparisons of more than two groups, analysis of variances was adopted (ANOVA). A *P* value less than 0.05 was deemed statistically significant. All statistical tests were two-sided and were performed using GraphPad Prism 8 (GraphPad Software, La Jolla, CA, USA).

## Results

### Characterization of the colon-26 cancer cachexia model

As previously described, inoculation of C26 adenocarcinoma cells into male Balb/C mice is a classic model of cancer cachexia [6, 24]. In our experiment, C26-xenografted mice manifested cachexia wasting syndrome characterized by progressive body weight loss (~20% at 15 days post C26 cell inoculation) and a reduction of skeletal muscle (20.7% vs. control) (Fig. 1A–C). The weight of the gastrocnemius (gastroc) decreased by 11.8%; that of the tibialis anterior (TA) decreased by 42.8%; that of the extensor digitorum longus (EDL) decreased by 43.6%, and that of the soleus decreased by 32.7% compared with the nontumor-bearing control mice (Fig. 1D). Morphometric analysis of muscle CSA revealed that the fiber diameters of C26 mice were markedly reduced compared with those of noninoculated control mice (Fig. 1E and F).

**Fig. 1:**
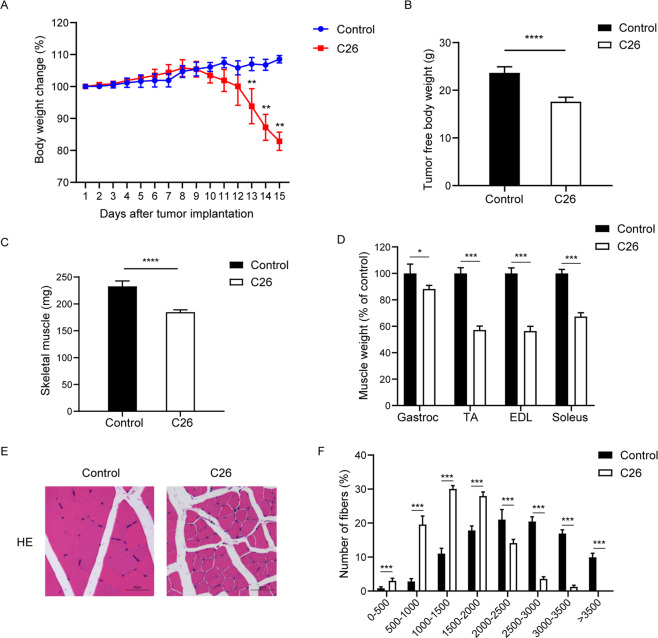
Characterization of the colon-26 cancer cachexia model. **A** Bodyweight changes in normal mice and C26 tumor-bearing mice were monitored every day and traced for 15 days after tumor implantation. **B** Tumor-free body weights were measured after removal of the tumor at the end of the experiment. **C** The weight of total skeletal muscle of C26-xenografted mice was compared with that of normal control. **D** The weights of gastrocnemius (gastroc), tibialis anterior (TA), extensor digitorum longus (EDL), and soleus of C26-xenografted mice vs. nontumor-bearing control mice. **E** Representative haematoxylin and eosin (H&E) staining showing the morphological changes in the gastrocnemius of C26-xenografted and control mice. Scale bar: 50 μm. **F** Fiber area frequency distribution of all fibers from gastrocnemius muscles of control and C26-xenografted mice. Data are expressed as the mean ± SD, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, *N* = 10.

### Transcriptome analysis of skeletal muscle discriminates cachectic vs. noncachectic mice

We analyzed the transcriptome of the atrophied muscles using RNA sequencing to identify the differences in expressed genes associated with the cancer-induced wasting phenotype. 

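The sequenced muscles were the gastrocnemius of 3 C26 mice and 3 control mice. C26 is a mouse colon carcinoma line whose tumors cause wasting, and the C26 mice had been inoculated with 500000 cells. The authors cleaned single-end reads of 50 bases, aligned them to the mouse genome with bowtie2 and estimated the FPKM of each gene by RSEM. The deposited values are these FPKM, given to 2 decimals under Entrez gene IDs. Read counts were not analysed here, so the depth behind each value is unknown. The FPKM summed to between 531061 and 585169 in the C26 muscles and between 626992 and 688300 in the control muscles. FPKM were rescaled to TPM, scaled by TMM factors and log2-transformed after adding 1. For its integration of several datasets the paper describes TPM, log2 values and TMM. It places TMM after the log2 step and the batch removal, and it names no added constant. The TMM factors lay between 0.903 and 1.08. The groups were compared with limma, the package the paper names for DEGs, with Benjamini-Hochberg adjustment over all listed genes. FPKM below are given as mean ± SD of the 3 mice of a group.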

A total of 18,464 transcripts were identified after pre-cleaning the raw sequencing data. 

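The deposited values cover 13363 genes, each with an FPKM above 0 in all 6 samples. A gene symbol was found for 13327 of the Entrez gene IDs and none for 36. An FPKM of at least 1 was reached in at least 1 sample by 11463 genes and in all samples by 8826. Per sample, between 9476 and 9529 genes in C26 muscles and between 10194 and 10837 in control muscles had an FPKM of at least 1. The median FPKM ranged from 3.83 to 4.00 in C26 muscles and from 4.24 to 5.37 in control muscles. The 10 genes with the highest mean TPM over the 6 samples were taken as a fixed set. They made up 19.2% to 28.9% of the summed FPKM in C26 muscles and 36.3% to 36.7% in control muscles. Each sample's own most abundant genes were not ranked.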

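With all 13363 genes centred and scaled to unit variance, the first principal component (PC1) held 55.1% of the variance and the second (PC2) 19.9%. The PC1 scores were 92.2, 95.4 and 39.2 in the C26 muscles and -82.6, -58.2 and -86.1 in the control muscles. A two-sided exact permutation test of the difference in mean PC1 score gave p = 0.1, the smallest p that 3 samples against 3 allow. On PC2, control replicate 3 scored 80.7 and the other controls -22.4 and -51.2, and the groups did not differ (exact permutation test, p = 1). Centring the genes without scaling moved PC1 most, to 68.7% of the variance.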

Unsupervised principal component analysis (PCA) revealed that the gene expression profiles of atrophied muscles were significantly separated from normal controls (Fig. 2A). The volcano plot showed the distribution of the DEGs according to the criteria of adjusted *P* value < 0.05 and an absolute value of fold change > 4; the red dots represented upregulated DEGs (192), and the blue dots represented downregulated DEGs (254) (Fig. 2B). 

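At these criteria, limma called 235 upregulated and 231 downregulated DEGs among the 13363 genes. At any fold change, 2589 genes were higher and 1932 lower in C26 muscles with an adjusted p under 0.05, and the median log2 fold change of all genes was -0.05. The expression values of the groups did not overlap for 465 of the 466 DEGs and for 53.5% of all genes, against 10% by chance for 3 samples against 3. A pseudocount of 0.1 gave 300 upregulated and 566 downregulated DEGs, and FPKM as deposited gave 148 and 231. Leaving out each muscle in turn gave 176 to 376 upregulated and 135 to 269 downregulated DEGs. Among DEGs whose groups did not overlap, Ctxn3 rose most, from 2.53 ± 1.08 FPKM to 275 ± 208, with a log2 fold change of 6.17 (SE 0.81, adjusted p = 0.00492 from limma with Benjamini-Hochberg adjustment). It was followed by Mt2 (log2 fold change 5.13), Depp1 (5.07), Trim63 (4.89) and Mt1 (4.71). Mt1 and Mt2 are paralogs, so reads that fit both could be split between them by RSEM. The ubiquitin ligase gene Trim63 rose from 129 ± 19.3 to 3359 ± 815 FPKM (SE 0.24, adjusted p = 0.000822 from limma with Benjamini-Hochberg adjustment). Scd1 fell most, from 516 ± 390 to 2.06 ± 0.78 FPKM, with a log2 fold change of -6.86 (SE 0.93, adjusted p = 0.00522 from limma with Benjamini-Hochberg adjustment). Nnat (log2 fold change -5.47), Adipoq (-4.66), Nmrk2 (-4.61) and Retn (-4.55) came next. Of these, the fat genes Scd1, Adipoq and Retn had 72.9, 11.5 and 9.26 FPKM in control replicate 3, below the other controls. Adipoq and Retn each lost significance in 4 of the 6 fits that left out a muscle.

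**Figure D2:**
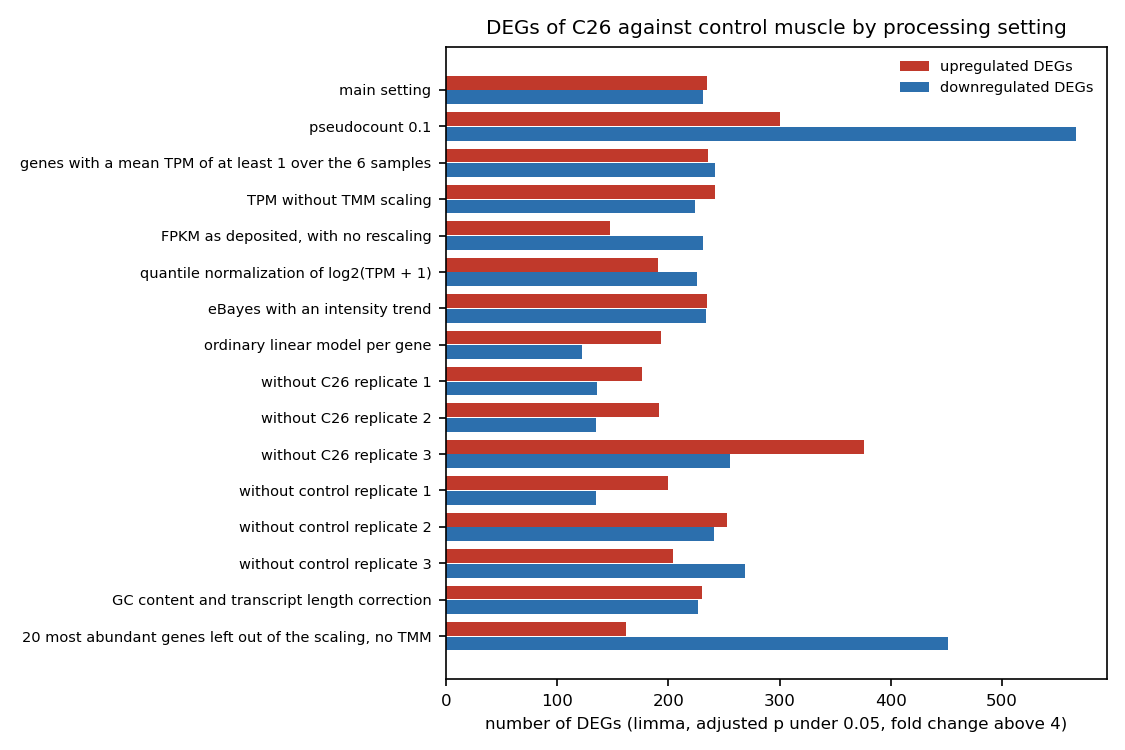
Number of upregulated (red) and downregulated (blue) DEGs of C26 against control muscle, one pair of bars per processing setting. The main setting gives 235 and 231 DEGs, and the longest bar is the 566 downregulated DEGs with a pseudocount of 0.1.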

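Complete-linkage clustering on Euclidean distance over all 13363 genes parted the samples into the 3 C26 and the 3 control muscles, with 0 samples misplaced. The mean Pearson correlation of log2 values across genes, which are not independent replicates, was 0.969 within groups and 0.906 between groups. Within the groups the lowest correlation was 0.944, between control replicates 2 and 3. Between the groups the highest was 0.950, between C26 replicate 3 and control replicate 2. The DEGs were selected for their difference between the groups, so a clustering over the DEGs is not a test of it.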

A hierarchical clustering heatmap showed that the profile of the relative expression of all DEGs in cachectic samples was distinct from that of the normal samples (Fig. 2C). To explore the biological functions of the DEGs, GO enrichment analysis was performed. There was significant enrichment of GO terms including the biological processes of the fatty acid metabolic process (GO: 0006631), fat cell differentiation (GO: 0045444), muscle system process (GO: 0003012). 

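The GO sets of the paper were not analysed here, and Reactome terms on related topics and marker genes of fat cells were examined instead. Among 75 genes of fatty acid, triacylglycerol and ketone body metabolism that could pass the fold criterion, 5 were downregulated and 3 upregulated DEGs (one-sided Fisher's exact test, adjusted p = 0.127 for the downregulated DEGs). Slc25a1 fell from 24.9 ± 16.0 to 1.43 ± 0.30 FPKM, a log2 fold change of -3.25 (SE 0.54, adjusted p = 0.00833 from limma with Benjamini-Hochberg adjustment). Gpd1 fell as well, with a log2 fold change of -2.69 (adjusted p = 0.0130, limma with Benjamini-Hochberg adjustment), and lost significance in 2 of the 6 fits that left out a muscle. Acadl and Acacb changed the other way, with log2 fold changes of 2.30 and 2.18. Of 21 adipocyte marker genes, 13 were downregulated and 1 was an upregulated DEG. The Reactome list of white adipocyte differentiation, by contrast, had 1 downregulated and 1 upregulated DEG among 43 genes, and its 45 listed genes shifted upward, with 30 higher and 15 lower (limma's camera test, Benjamini-Hochberg adjusted p = 0.0426, not under 0.05 in 3 of the 6 fits that left out a muscle). Every control muscle had a higher mean of the adipocyte markers than every C26 muscle, with 6.41, 5.92 and 3.61 on the log2 scale in the controls and 2.52 to 3.10 in the C26 muscles. Among 53 genes of muscle contraction, 4 were downregulated DEGs and 1 was upregulated (one-sided Fisher's exact test, adjusted p = 0.135 for the downregulated DEGs). With FPKM used as deposited, 6 of these genes were downregulated DEGs and the adjusted p of Fisher's exact test was 0.0112, and over the alternatives with all muscles it lay between 0.0112 and 0.420. With each muscle left out it lay between 0.00226 and 0.152, and it was under 0.05 in 4 of the 6 fits.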

(Fig. 2D); enrichment in molecular function terms of extracellular matrix structural constituent (GO: 0005201), platelet-derived growth factor binding (GO: 0048407), ion channel binding (GO: 0044325), etc. 

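The extracellular matrix was examined with collagen genes. Of the 18 collagen genes expressed highly enough to pass the fold criterion, 9 were downregulated DEGs, against 0.432 expected (one-sided Fisher's exact test, adjusted p = 1.50e-09), and 0 were upregulated. Under the alternatives tried, between 8 and 10 of them were downregulated DEGs. Col3a1 fell from 57.4 ± 21.6 to 4.05 ± 3.38 FPKM, a log2 fold change of -3.63 (SE 0.56, adjusted p = 0.00703 from limma with Benjamini-Hochberg adjustment). Col6a2, Col1a1, Col15a1 and Col6a1 followed with log2 fold changes of -3.06, -2.97, -2.80 and -2.78. The largest of their adjusted p (limma with Benjamini-Hochberg adjustment) was 0.0295 with a muscle left out. Fibroblast markers other than collagens, 16 genes, were also lower, with a mean log2 fold change of -1.19.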

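Of 133 Reactome genes of extracellular matrix organization, 12 were downregulated DEGs, against 3.19 expected (one-sided Fisher's exact test, adjusted p = 0.000515), and 2 were upregulated. These 12 were the 9 collagen DEGs above with Fmod, Itgb6 and Ptprs, so the result largely repeats that of the collagen genes. Among all 188 listed genes of that term, 130 were lower and 58 higher in C26 muscles. Genes of the contractile fiber moved in both directions. Of 65 sarcomere genes, 8 were upregulated DEGs (one-sided Fisher's exact test, adjusted p = 0.000935) and 2 were downregulated. Hspb7, Flnc and Lmod2 rose with log2 fold changes of 3.92, 3.77 and 3.48. Mybph fell from 223 ± 34.9 to 10.9 ± 10.3 FPKM, a log2 fold change of -4.52 (SE 0.65, adjusted p = 0.00598 from limma with Benjamini-Hochberg adjustment). Ankrd1 had 59.3 ± 87.0 FPKM in C26 muscles and 0.683 ± 0.142 in control muscles, so that the spread between the C26 muscles exceeded their mean. The adjusted p of Fisher's exact test for the sarcomere list lay between 0.00162 and 0.187 with each muscle left out, and passed 0.05 in 3 of the 6 fits. As a whole the 67 listed sarcomere genes did not shift, with 34 higher and 33 lower, and with FPKM as deposited their mean log2 fold change turned from 0.20 to -0.0036.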

(Fig. 2E); and enrichment in cellular component terms of extracellular matrix (GO: GO: 0031012), collagen-containing extracellular matrix (GO: 0062023), and contractile fiber (GO: 0043292) (Fig. 2F). Mapping of the DEGs to KEGG pathways showed that the pathways of mitophagy-animal (mmu04137), autophagy-animal (mmu04140), and FoxO signaling (mmu04068), etc. were significantly enriched in upregulated genes, while protein digestion and absorption (mmu03320), PPAR signaling (mmu03320), and autoimmune thyroid disease (mmu05320), etc. were significantly enriched in the downregulated genes. 

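The KEGG sets of the paper were not analysed here, and the autophagy and FoxO lists were written from gene symbols instead. Of 52 autophagy and mitophagy genes that could pass the fold criterion, 6 were upregulated DEGs, namely Bnip3, Ctsl, Gabarapl1, Map1lc3b, Tbc1d15 and Ulk1, against 1.27 expected (one-sided Fisher's exact test, adjusted p = 0.00813). With quantile normalization, 4 of them passed and the adjusted p of Fisher's exact test was 0.0815, the largest of a range from 0.00164 over the alternatives. The 53 listed genes shifted upward as a whole, with a mean log2 fold change of 0.87, 42 higher and 11 lower (limma's camera test, Benjamini-Hochberg adjusted p = 1.21e-07). Gabarapl1 rose from 28.6 ± 5.93 to 523 ± 251 FPKM, a log2 fold change of 4.25 (SE 0.42, adjusted p = 0.00255 from limma with Benjamini-Hochberg adjustment). Tbc1d15 and Ulk1 had log2 fold changes of 3.04 and 2.26. Of 60 FoxO signaling genes, 10 were upregulated DEGs, against 1.47 expected (one-sided Fisher's exact test, adjusted p = 1.47e-05), and 3 were downregulated. Their mean log2 fold change was 0.56, with 48 higher and 17 lower of 65 listed genes (limma's camera test, Benjamini-Hochberg adjusted p = 0.00138). An assumed correlation between genes of 0.05 in place of 0.01 raised this adjusted p of limma's camera test to 0.0804, the largest of a range from 0.000366 over the alternatives. Fbxo32 rose from 36.7 ± 10.3 to 658 ± 177 FPKM, a log2 fold change of 4.36 (SE 0.31, adjusted p = 0.00116 from limma with Benjamini-Hochberg adjustment). Foxo1 and Foxo3 rose by log2 fold changes of 2.09 and 2.01. No autophagy gene of the list was a downregulated DEG. Bnip3 and Gabarapl1 count as DEGs in both the autophagy and the FoxO list. Akt1, Bnip3, Cdkn1a, Foxo1 and Irs2 of the FoxO list are genes the paper tested as upregulated. The list results are therefore not independent of each other or of the paper's own choice of genes.

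**Figure D3:**
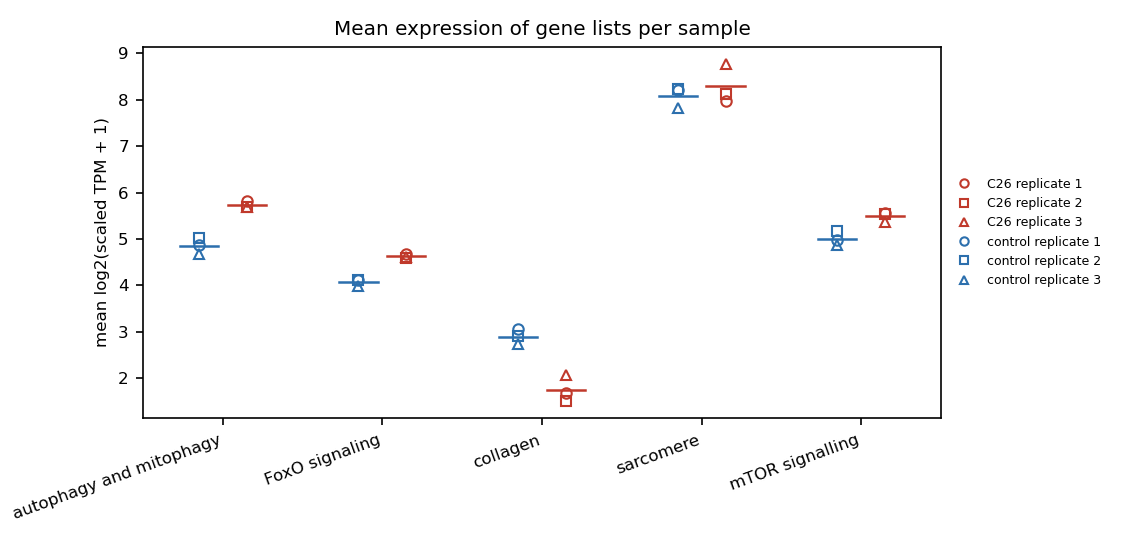
Mean log2(scaled TPM + 1) of the genes of each list, one symbol per muscle (red C26, blue control) with a bar at the group mean. Every C26 muscle lies above every control muscle for the autophagy and FoxO lists and below for the collagen genes, while the sarcomere values overlap.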

(Fig. 2G). The enrichment results indicated an alteration of metabolism, enhanced autophagy, and signal transduction of FoxO signaling in the atrophied muscles. The full enrichment results of GO terms and KEGG pathways are listed in Table S3.

**Fig. 2:**
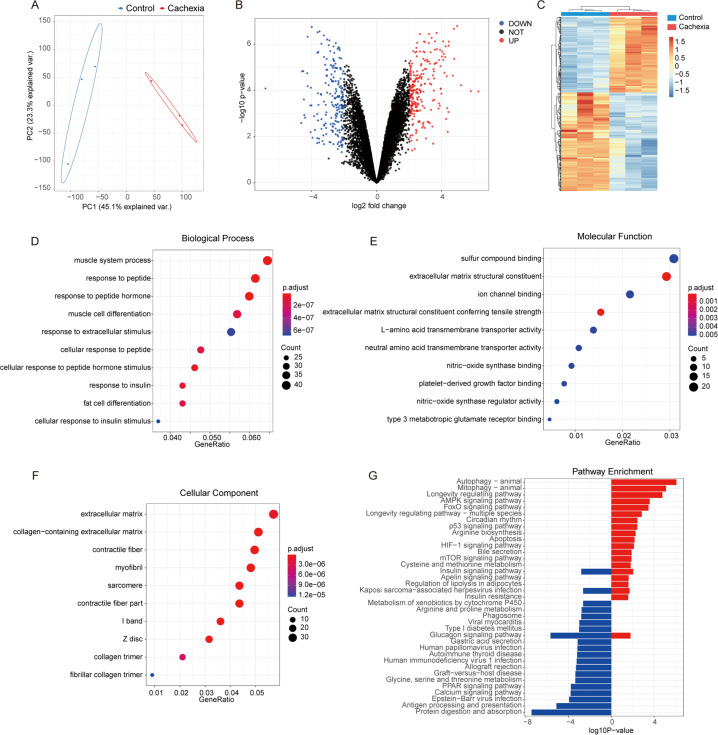
RNA sequencing effectively discriminates between cachectic and noncachectic mice. **A** Principal component analysis (PCA) of the transcriptome of the muscles of C26-xenografted and control mice. **B** Volcano plots of differentially expressed genes (DEGs) of atrophied muscles with normal ones. Red dots represent upregulated DEGs (192), and blue dots represent downregulated DEGs (254). **C** Hierarchical clustering heatmap of the profile of total DEGs between atrophied muscles and normal muscles. **D–F**. Gene ontology (GO) enrichment analysis of DEGs in biological process (**D**) molecular function (**E**) and cellular component (**F**) categories. **G** KEGG pathway mapping of DEGs. Red indicates upregulated pathways, blue indicates downregulated pathways.

### Removal of the batch effect by cross-platform normalization for integrative investigation

To further explore the significance of the C26 model and the possible general underlying mechanisms of cachexia, 5 more RNA sequencing datasets of muscles of different cachectic mouse models, including allogeneic transplantation of mouse tumor, patient-derived tumor xenograft, and transgenic cancer models, were downloaded from the GEO database. The datasets were assigned as test1 to test5 and initially merged with our results (test6) according to a total of 9964 transcripts shared in all datasets. Only samples from limb muscle without additional treatment were included. A detailed description of all datasets is listed in Table S4.

As shown in Fig. 3A, the profile of the transcripts varied significantly between each test, and the samples were clustered corresponding to the source of tests both in PCA and in hierarchical clustering assays (Fig. 3B, Fig. S1A), suggesting a strong batch effect of the data. Thus, we evaluated and removed the batch effect of the data by surrogate variable analysis with the ‘sva’ R package. As shown in Fig. 3C and D, after removing the batch effect, the samples showed a significant clustering effect according to the cachectic condition but not the tests. Hierarchical clustering assays also confirmed that the samples showed significant differences between cachectic tissue and normal tissues at the transcriptional profile level (Fig. 3E). After further normalization between each sample, the data showed good expression consistency between samples, indicating that they were suitable for further DEG identification (Fig. 3F).

**Fig. 3:**
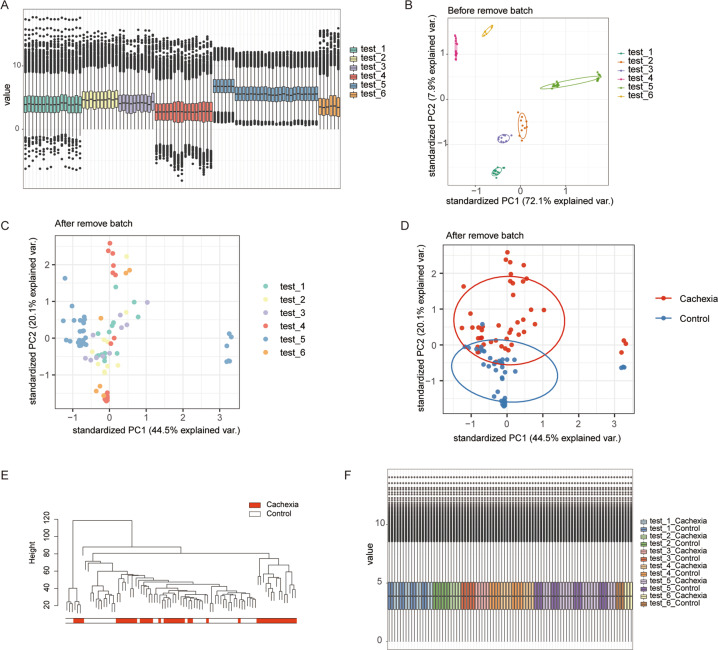
Removal of batch effect between different cachexia mouse models. **A** The boxplot shows the profile of the distribution of transcript levels in each dataset. **B** PCA of 6 datasets before the removal of the batch effect. **C**, **D** PCA of the merged dataset after the removal of the batch effect. (**C**) the color of the samples was mapped to the data source, (**D**) the color of the samples was mapped to the cachectic condition. **E** Hierarchical clustering assay of the transcriptome of the merged data; the samples were grouped according to the cachectic condition. **F** The boxplot shows the overall transcript expression profile of each dataset.

### Identification and biological function enrichment of DEGs of the muscle between all cachectic and normal mice

Next, the processed dataset was analyzed to identify the DEGs across all the datasets. Transcripts that had an adjusted *P* value < 0.05 and an absolute value of fold change > 1.5 were considered as DEGs. The volcano plot showed the distribution of the DEGs according to the criteria; red dots represented upregulated DEGs (371), and blue dots represented downregulated DEGs (422) (Fig. 4A). The heatmap of the DEGs shows that the transcriptional profile of cachectic mice is distinct from that of control mice (Fig. 4B).

**Fig. 4:**
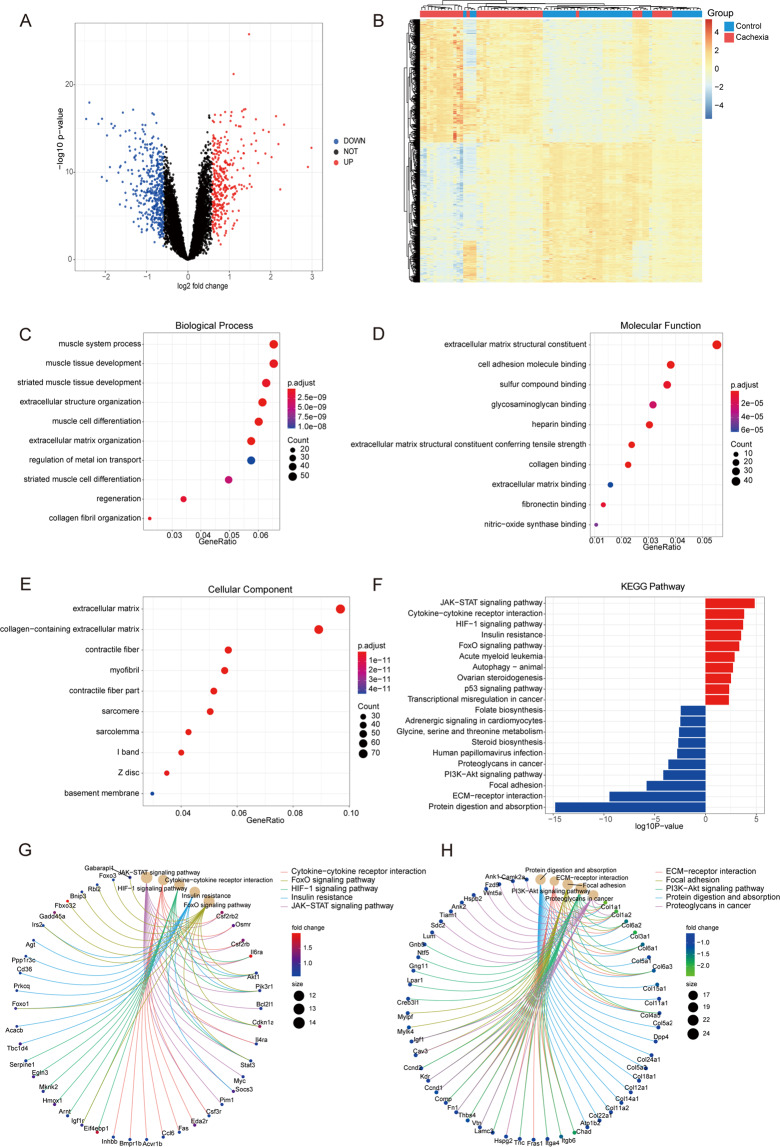
Identification of DEGs and biological function enrichment analysis in the merged dataset. **A** Volcano plots of DEGs in the merged dataset. Red dots represent upregulated DEGs (371), and blue dots represent downregulated DEGs (422). **B** Heatmap of the DEGs showing a significant distinction between cachectic mice and control mice. **C–E**. GO enrichment analysis of DEGs in terms of biological process (**C**), molecular function (**D**), and cellular component (**E**)**. F** KEGG pathway mapping of DEGs. Red indicates upregulated pathways, blue indicates downregulated pathways. **G**, **H**. The circle map depicts the linkages of genes and KEGG pathways of upregulated (**G**) and downregulated (**H**) genes in cachectic muscle compared with control muscle.

The GO term enrichment analysis indicated the enrichment of extracellular matrix organization (GO: 0030198), extracellular structure organization (GO: 0043062), muscle system process (GO: 0003012), muscle cell differentiation (GO: 0042692), and muscle tissue development (GO: 0060537) in the category of biological process (Fig. 4C); extracellular matrix structural constituent (GO: 0005201), extracellular matrix structural constituent conferring tensile strength (GO: 0030020), collagen binding (GO: 0005518), heparin-binding (GO: 0008201), and cell adhesion molecule binding (GO: 0050839) in the category of molecular function (Fig. 4D); and collagen-containing extracellular matrix (GO: 0062023), extracellular matrix (GO: 0031012) and myofibril (GO: 0030016) in the cellular component category (Fig. 4E).

The search and mapping of the genes to the KEGG pathways showed that JAK-STAT signaling (mmu04630), cytokine-cytokine receptor interaction (mmu04060), HIF-1 signaling (mmu04066), insulin resistance (mmu04931), and FoxO signaling (mmu04068) were significantly enriched among the upregulated genes. Protein digestion and absorption (mmu04974), ECM-receptor interaction (mmu04512), focal adhesion (mmu04510), and PI3K-AKT signaling (mmu04151) were significantly enriched among the downregulated genes (Fig. 4F). Similar results were acquired from GSEA analysis of the human homolog of the genes (Fig. S1B). And, the genes enriched in the corresponding pathways were highlighted by red (upregulated) or green (downregulated) (Fig. S2).

To further address the potential biological complexities of the crosstalk of key genes in the pathways, we depicted the linkages of genes and KEGG pathways as circle networks (Fig. 4G–H). Among the upregulated genes, Il6ra, Cdkn1a, Csf2rb2, and Akt1, and among the downregulated genes, Col1a1 and other collagen-related genes were involved in multiple pathways, suggesting their key function in cachexia.

### Comparison of the C26 model with integrative data and validation of key genes

Next, we compared the DEGs and pathways that were significantly enriched in the C26 model with those in the merged data. As shown in Fig. 5A, the top half of the DEGs in the C26 model overlapped with the merged data, suggesting that the C26 model may partially represent the transcript profile of the muscle that underwent cachectic challenge. Interestingly, at the pathway level, there were significant overlapping pathways that were predominately enriched in each dataset, such as the upregulation of mitophagy, autophagy, and FoxO signaling pathways and downregulation of protein digestion and absorption, glycine, serine and threonine metabolism, glucagon signaling and ECM-receptor interaction. Moreover, the JAK-STAT signaling, PI3K-AKT signaling, proteoglycans in cancer, and focal adhesion pathways were enriched in the merged data but not in the C26 model. In contrast, the PPAR signaling and antigen processing and presentation pathways were enriched only in the C26 model (Fig. 5B).

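The PPAR and antigen presentation lists were written from gene symbols and are not the KEGG sets of the paper. In the C26 muscles, 9 of 49 PPAR signaling genes were downregulated DEGs, against 1.18 expected (one-sided Fisher's exact test, adjusted p = 1.51e-05), and 3 were upregulated. The 53 listed genes of the pathway were split into 27 higher and 26 lower. Fasn fell from 56.8 ± 56.4 to 0.847 ± 0.061 FPKM, a log2 fold change of -4.43 (SE 0.94, adjusted p = 0.0156 from limma with Benjamini-Hochberg adjustment). Plin1 and Pck1 fell with log2 fold changes of -4.34 and -3.97. Fasn, Plin1 and Pck1 lost significance in 3, 4 and 5 of the 6 fits that left out a muscle. The 19 downregulated DEGs of the PPAR and adipocyte lists were all lower in control replicate 3 than in the mean of the other controls, with a median log2 difference of -2.70. With C26 replicate 2 left out, 3 of the PPAR genes were downregulated DEGs and the adjusted p of Fisher's exact test was 0.130, within a range from 8.45e-07 to 0.134 over the muscles left out. Of 29 antigen presentation genes, 7 were downregulated DEGs (one-sided Fisher's exact test, adjusted p = 2.86e-05) and 1, Ifi30, was upregulated. The 33 listed genes had a mean log2 fold change of -1.42, with 29 lower and 4 higher (limma's camera test, Benjamini-Hochberg adjusted p = 6.30e-05). Of the 4 splits into 3 and 3 that part same-numbered replicates, 3 gave a camera p as small, the real split included. That p therefore does not single out the real grouping. The Reactome lists of the pathway did not fall as these 33 genes did. Of 26 genes of class I antigen presentation, 4 were downregulated DEGs (one-sided Fisher's exact test, adjusted p = 0.0146, not under 0.05 in 3 of the 6 fits that left out a muscle), and its 30 listed genes did not shift as a whole, with 12 higher and 18 lower (limma's camera test, Benjamini-Hochberg adjusted p = 0.386). The 66 listed genes of MHC class II antigen presentation shifted upward, with a mean log2 fold change of 0.21 (limma's camera test, Benjamini-Hochberg adjusted p = 0.0379), and 0 of them were downregulated DEGs. H2-T24 fell from 9.87 ± 7.12 to 0.82 ± 0.11 FPKM, a log2 fold change of -2.52 (SE 0.41, adjusted p = 0.00789 from limma with Benjamini-Hochberg adjustment). Psmb8, H2-T23 and Nlrc5 had log2 fold changes of -2.80, -2.31 and -2.22. H2-T23 and Nlrc5 each lost significance in 5 of the 6 fits that left out a muscle, Ifi30 in 4 and Psmb8 in 1. H2-T23 and H2-T24 are paralogs between which RSEM could split reads. The mean of the 33 antigen presentation genes was 4.54, 3.68 and 5.49 on the log2 scale in the 3 controls and 3.03 to 3.31 in the C26 muscles. Immune cell markers were highest in control replicate 3, at 3.56 against 2.21 and 1.76 in the other controls. With control replicate 1 left out, 1 antigen presentation gene was a downregulated DEG (one-sided Fisher's exact test, adjusted p = 0.787).

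**Figure D4:**
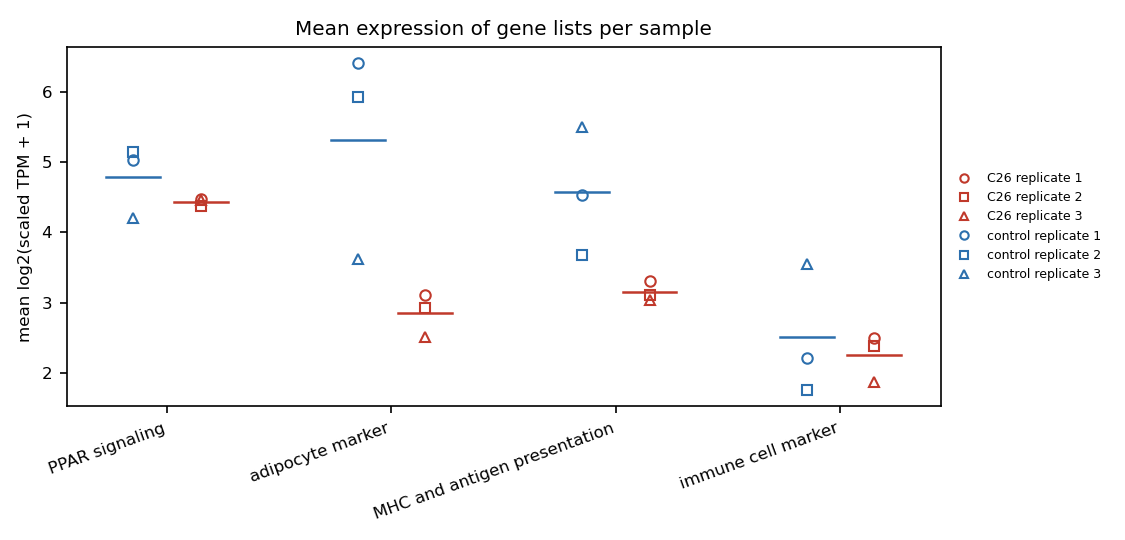
Mean log2(scaled TPM + 1) of the genes of each list, one symbol per muscle (red C26, blue control) with a bar at the group mean. Control replicate 3 has the lowest PPAR and adipocyte values and the highest antigen presentation and immune cell values among the controls.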

**Fig. 5:**
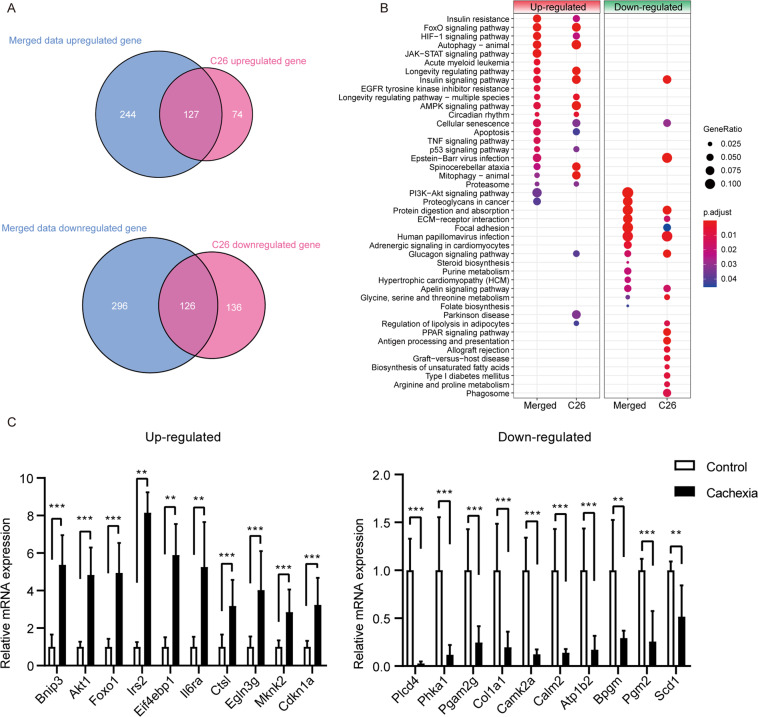
Comparison of the C26 model with integrative data and gene validation. **A** The Venn plot shows the overlap of 127 upregulated DEGs and 126 downregulated ‘DEGs in the C26 model with merged data. **B** The top 25 predominately enriched pathways of upregulated and downregulated genes in the merged dataset and C26 dataset were compared. **C** Validation of the upregulated and downregulated DEGs in the enriched KEGG pathways in the merged dataset was performed by qPCR. Data are expressed as the mean ± SD, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, *N* = 10.

Thus, we tried to validate some shared key genes at the transcriptional level. Genes that were upregulated and represented in the overlap at both the gene and pathway levels of the C26 and merged data, such as Bnip3, Akt1, Foxo1, Irs2, Eif4ebp1, Il6ra, Ctsl, Egln3g, Mknk2, and Cdkn1a, were validated by RT-qPCR. The same test was also performed with downregulated genes such as Plcd4, Pka1, Pgam2, Col1a1, Camk2a, Atp1b2, Bpgm, Pgm2, and Scd1 (Fig. 5C). The validation showed good consistency of the qPCR results and RNA sequencing results.

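In the RNA sequencing data, all 10 genes tested as upregulated were upregulated DEGs. Cdkn1a rose from 6.65 ± 0.43 to 118 ± 45.3 FPKM, a log2 fold change of 4.17 (SE 0.25, adjusted p = 0.000822 from limma with Benjamini-Hochberg adjustment). Il6ra, Egln3, Eif4ebp1 and Mknk2 had log2 fold changes of 3.58, 3.48, 3.46 and 3.30. Irs2, Bnip3 and Ctsl had log2 fold changes of 2.95, 2.68 and 2.43. For Table S2's 10 downregulated genes, including Phka1 and Calm2, 9 were lower with an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) and 7 passed the fold criterion. Plcd4 fell from 64.6 ± 9.40 to 2.44 ± 0.83 FPKM, a log2 fold change of -4.26 (SE 0.29, adjusted p = 0.00100 from limma with Benjamini-Hochberg adjustment). Bpgm, Calm2, Atp1b2 and Phka1 had log2 fold changes of -2.43, -2.34, -2.22 and -2.15. The adjusted p of Phka1 (limma with Benjamini-Hochberg adjustment) was 0.0352, and it lost significance in 4 of the 6 fits that each left out a muscle. Atp1b2 lost significance in 3 of them and Bpgm in 2. Pgam2 and Camk2a were lower by log2 fold changes of -1.87 and -1.71, below the fold criterion of 4. Pgm2 did not differ, with 0.88 to 1.19 FPKM in C26 and 0.84 to 1.78 in control muscles, a log2 fold change of -0.06 (SE 0.19, adjusted p = 0.814 from limma with Benjamini-Hochberg adjustment). Its primer pair in Table S2 is the pair that matched Bpgm.

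**Figure D5:**
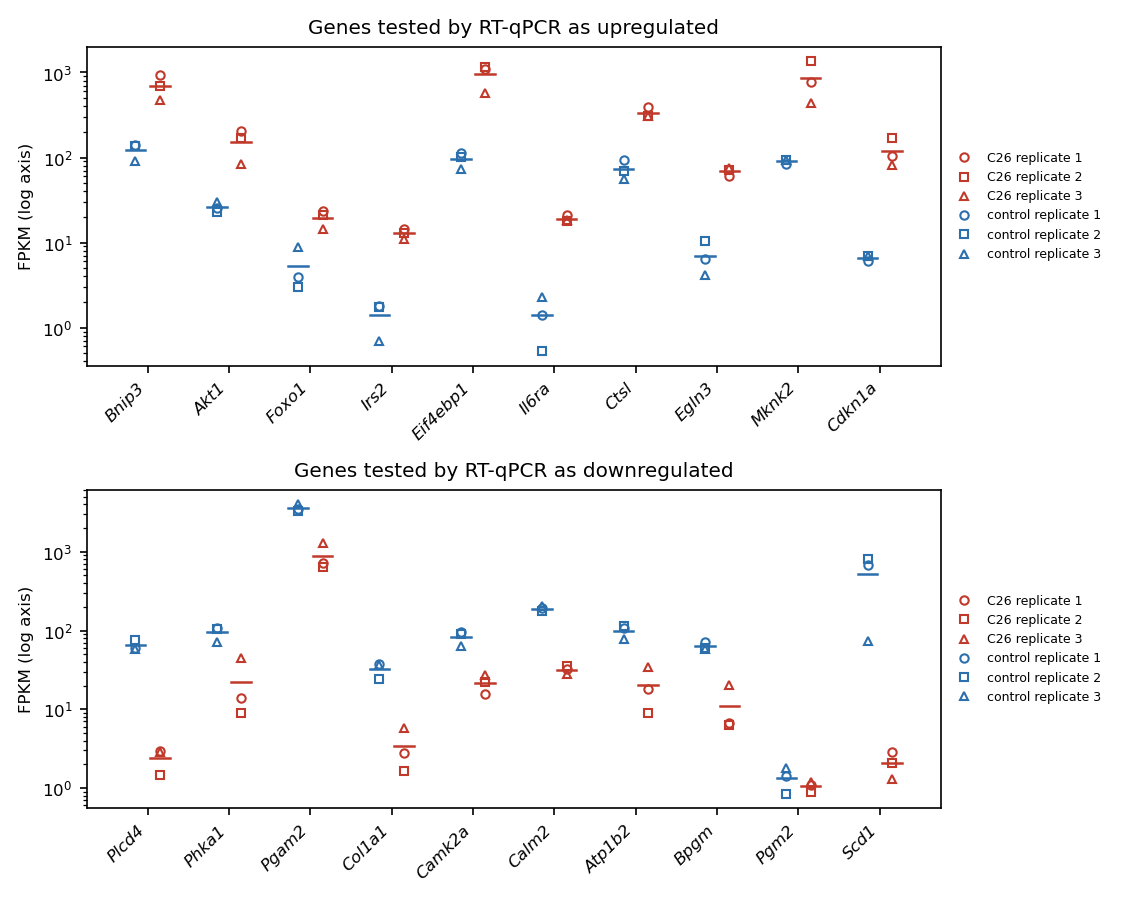
FPKM on a log axis of the genes tested by RT-qPCR, one symbol per muscle (red C26, blue control) with a bar at the group mean. The groups do not overlap for any gene but Pgm2.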

### Construction of the protein–protein interaction network and comparison of cancer cachexia with other muscle atrophy models revealed Ddit4 as a key protein in cachexia

To further construct the biological gene network and allocate node genes in the cachectic muscle, the genes significantly enriched in KEGG pathways were submitted to the STRING database. The upregulated genes presented a complicated network that was composed of multiple key factors that were reported to be involved in the process of the cachectic phenotype in the muscle, such as Fbxo32, FoxO1, and members of the Stat3 and/or Akt1 pathway (Fig. 6A). The network of downregulated genes is presented in Fig. S3. Notably, the gene of Ddit4 was located at the center and had a large degree of connection with neighbor nodes, indicating its high position in the network (Fig. 6A). Furthermore, it also had a high fold change (> 4.50) and strong significance (*p* < 4.8 × 10^11^) between the cachexia group and the control group. The expression of Ddit4 was significantly different across each cachexia model (Fig. 6B), and genes biologically related to Ddit4 were also significantly different between the muscles of normal and cachectic mice (Fig. S4).

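In the C26 model, Ddit4 (Entrez gene ID 74747) had 281 ± 9.58 FPKM in C26 muscles and 16.0 ± 14.3 in control muscles. The controls had 7.16, 8.38 and 32.6 FPKM, so control replicate 3 stood apart and was still below the lowest C26 value of 270. The log2 fold change was 4.62 (SE 0.51, adjusted p = 0.00326 from limma with Benjamini-Hochberg adjustment), a 24.6-fold difference. It lay between 4.22 and 5.24 with each muscle left out in turn. Of the 11 Ddit4-related genes of Fig. S4, Ddit4 included, 5 had an adjusted p under 0.05 over all genes (limma with Benjamini-Hochberg adjustment) and 6 when adjusted over the 11 alone. Tsc1 rose from 4.63 ± 0.66 to 15.6 ± 3.03 FPKM, a log2 fold change of 1.82 (SE 0.20, adjusted p = 0.00335 from limma with Benjamini-Hochberg adjustment). Tsc2 rose by 0.61 on the log2 scale (adjusted p = 0.0435, limma with Benjamini-Hochberg adjustment) and lost significance in 4 of the 6 fits that left out a muscle. Ywhab fell, with a log2 fold change of -0.85 (adjusted p = 0.0364, limma with Benjamini-Hochberg adjustment), and lost significance in 5 of those fits. Tbc1d7, with a log2 fold change of -1.02, had an adjusted p of 0.0535 (limma with Benjamini-Hochberg adjustment). Ywhae, Ywhag, Ywhah, Sfn and Trp53 had log2 fold changes between -0.51 and 0.18, and their groups overlapped on the scaled log2 values. From the protein interaction network and the comparison with other muscle atrophy models, the paper presents Ddit4 as a key protein in cachexia.

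**Figure D6:**
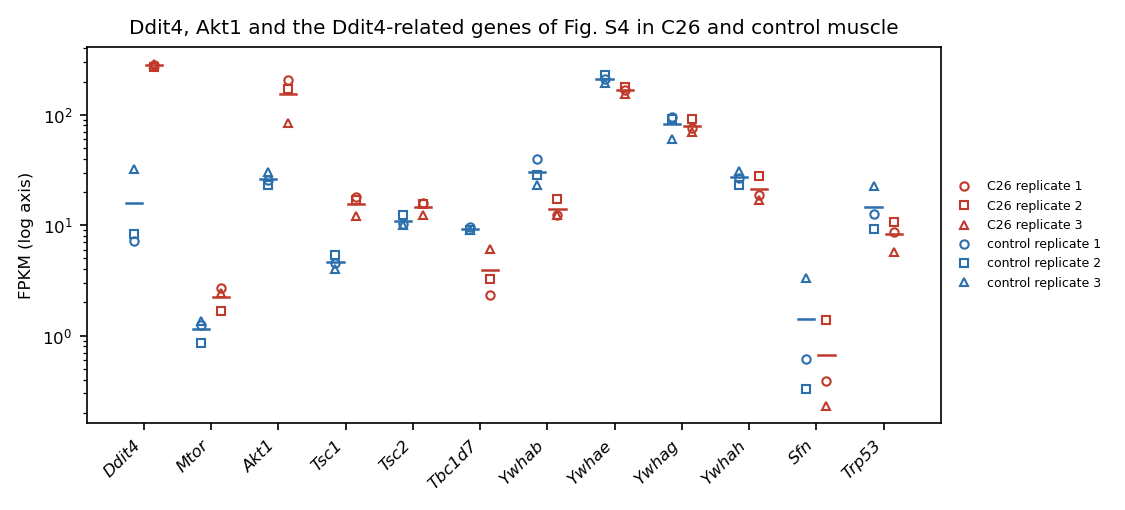
FPKM on a log axis of Ddit4, Akt1 and the Ddit4-related genes, one symbol per muscle (red C26, blue control) with a bar at the group mean. The 3 C26 values of Ddit4 lie together at 270 to 288, all above the controls at 7.16 to 32.6.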

**Fig. 6:**
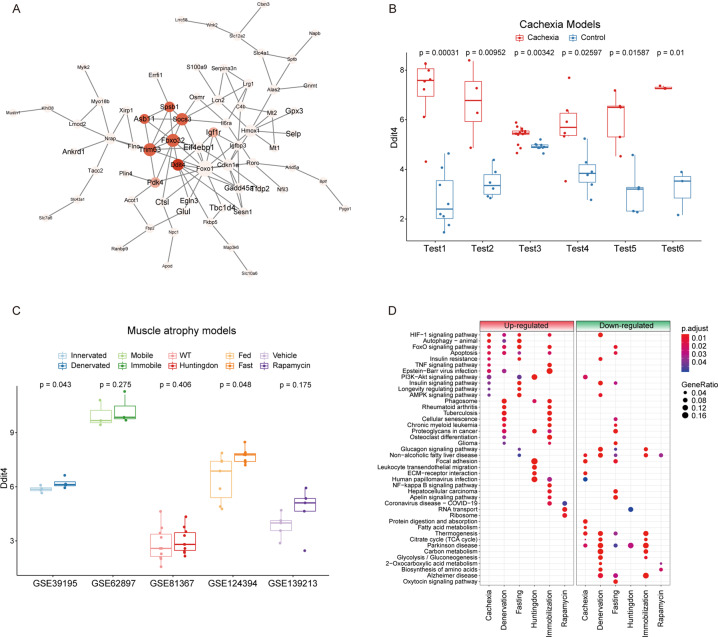
The protein interaction network revealed Ddit4 as a key protein in cancer cachexia. **A** The protein-protein interaction (PPI) network of upregulated genes in the enriched KEGG pathways was constructed according to their biological association. The color of the node indicates the degree of the gene, and the circle and font size of the node indicates the number of direct edges. **B** The expression of Ddit4 in each cachexia model. **C** The expression of Ddit4 in other muscle atrophy models such as denervated, fasting, immobilization, Huntingdon disease, and rapamycin-treated mice. **D** All enriched pathways of upregulated and downregulated genes in cachexia and degenerative conditions such as fasting and denervation were compared.

Thus, we were wondering whether Ddit4 is acting as a general player in other muscle atrophy models. Not as expected, unlike in cancer cachexia models, Ddit4 showed a mild upregulation in the muscles in denervated and fasting models but not significantly altered in other muscle atrophy models such as immobilization, Huntingdon disease, and rapamycin-treated mice (Fig. 6C). What’s interesting is that on the one hand, there were no genes that were shared across all these models (Fig. S5); on the other hand, at the pathway level, the sharing pathways as HIF-1 signaling, Autophagy, FoxO signaling between cachexia and degenerative conditions such as fasting and denervation, suggesting different molecules were adopted in different diseases to achieve the atrophy consequence upon these disorders (Fig. 6D). Thus, it seems that Ddit4 played a unique and pivotal role in cancer cachexia.

### p38 induced Ddit4 upregulation inhibited mTOR activation in myotube atrophy

Since Ddit4 is known to function as an inhibitor of mammalian target of rapamycin (mTOR) protein kinase in complex 1 (mTORC1) in response to diverse stress conditions [25, 26]. And the genes involved in the mTOR pathway were significantly altered in cancer cachectic muscles (Fig. S4). Thus, the expression of Ddit4 and mTOR signaling pathway-related proteins were then validated in the C26 model.

In C26 model mouse muscles, the expression of Ddit4 was upregulated, while phosphorylated forms of Akt1, mTOR, phospho-4E-BP1, and phospho-p70S6K were downregulated, suggesting an insulin resistance-like phenotype (Fig. 7A). However, inconsistent with the R-seq data, the total protein levels of Akt1 and mTOR were upregulated, which might be a compensation for the blockage of this pathway (Fig. 7A). 

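At the RNA level, Akt1 had 153 ± 61.8 FPKM in C26 muscles and 26.3 ± 3.71 in control muscles, a log2 fold change of 2.65 (SE 0.30, adjusted p = 0.00355 from limma with Benjamini-Hochberg adjustment). Each C26 muscle, with 205, 171 and 84.7 FPKM, was above the highest control at 30.4. Mtor had 2.25 ± 0.53 FPKM in C26 muscles and 1.16 ± 0.27 in control muscles, a log2 fold change of 0.85 (SE 0.20, adjusted p = 0.0206 from limma with Benjamini-Hochberg adjustment). It lost significance in 3 of the 6 fits that left out a muscle. The 27 listed genes of the Reactome term mTOR signalling had a mean log2 fold change of 0.48, with 19 higher and 8 lower (limma's camera test, Benjamini-Hochberg adjusted p = 0.0292). With quantile normalization their mean was 0.26 and the adjusted p of limma's camera test was 0.306, the largest of a range from 0.0120 over the alternatives.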

We then adopted the in vitro cachectic cell model by culturing the C2C12 myotubes with a C26 conditional medium (C26 CM). As shown in Fig. 7B, C26 CM upregulated Ddit4, Akt1, and mTOR expression and downregulated phospho-4E-BP1, and phospho-p70S6K in C2C12 compared with CM of CT26, another colon cancer cell line that could not lead to cancer cachexia. CT26 CM could serve as a negative control. And overexpressing Ddit4 in C2C12 cells suppressed Akt1 phosphorylation and downstream genes and increased cell autophagy as verified by the level of LC3 and p62, mimicking the effect of C26 CM (Fig. 7D). In contrast, knocking down Ddit4 in C2C12 cells restored the levels of phospho-Akt1 and phospho-mTOR, attenuated autophagy, and reversed the C2C12 myotube shrinking and MHC (myosin heavy chain) loss induced by C26-conditioned medium (CM) validated by immunofluorescence, western blot, and qPCR (Fig. 7C and E, Fig. S6A and B).

**Fig. 7:**
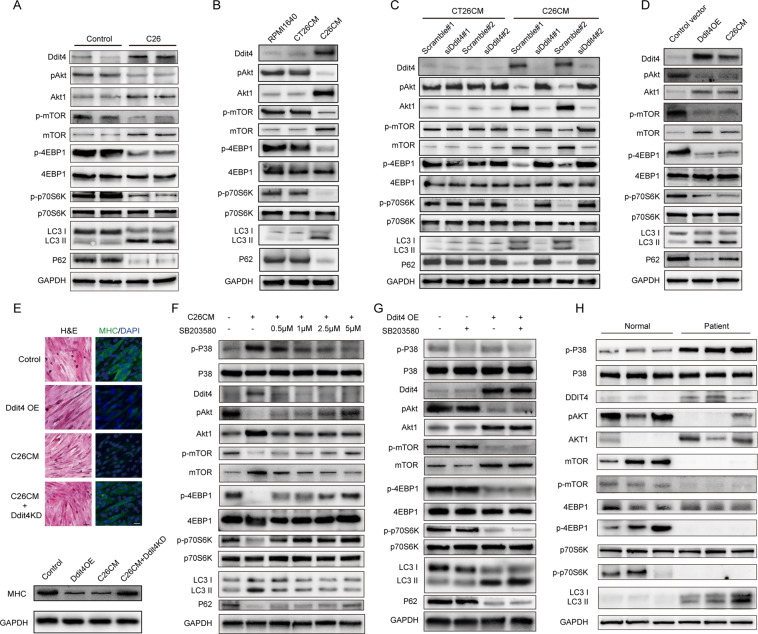
Knocking down of Ddit4 in C2C12 reversed abnormal mTOR signaling and attenuated autophagy. **A** Western blot analysis of the expression of the indicated muscle-related genes between normal and cachectic mice. **B** C2C12 myotubes were treated with RPMI1640, CT26 CM, and C26 CM. Western blot analysis of the indicated genes were detected. **C** C2C12 myotubes were treated with CT26 CM, CT26 CM plus Ddit4 siRNA (two different siRNA of Ddit4 named #1 and #2) or scramble siRNA, C26 CM, C26 CM plus Ddit4 siRNA (two different siRNA of Ddit4 named #1 and #2) or scramble siRNA for 24 h. Western blot analysis of the indicated genes in C2C12 cells with Ddit4 knockdown and/or C26 CM challenge. **D** C2C12 myotubes were treated with control vector, Ddit4 overexpression plasmid, or C26 CM for 24 h. **E** Upper panel: the morphological changes in C2C12 myotubes were addressed by H&E staining (left panel). C2C12 cells were immunostained with the MHC (MF20) antibody. MHC, green, DAPI, blue (right panel). Scale bar: 50 μm. Lower panel: Western blot analysis of MHC in C2C12 myotubes. **F** C2C12 cells were pretreated with (+) or without (−) SB203580(0.5, 1, 2.5, and 5 µM) prior to C26 CM for 24 h. Cell lysates were subjected to Western blot analysis; **G** C2C12 cells were pre-treated with (+) or without (−) SB203580 (5 µM) and then transfected with Ddit4-overexpressing plasmid. Cell lysates were subjected to Western blot analysis. **H** Western blot detection of the indicated genes in the muscle of healthy people and the muscle of liver cancer patients with cachexia.

As the p38 mitogen-activated protein kinase (MAPK) activation is the most well-known mechanism in inflammatory conditions and oxidative stress, including cancer cachexia [27–29], the pretreatment of SB203580 (an inhibitor of p38 MAPK) significantly inhibited p38 phosphorylation, downregulated Ddit4 expression and reversed autophagy in a dose-dependent manner in C2C12 cell challenged with C26 CM (Fig. 7F). Furthermore, qPCR reveals Ddit4 was also downregulated by p38 inhibition at the transcription level (Fig. S6C). And the effect of SB203580 was abolished by the overexpression of Ddit4 (Fig. 7G), suggesting that Ddit4 was downstream of p38 regulation.

To expand the clinical significance of the finding, the muscles of liver cancer cachexia patients and normal people were analyzed. As shown in Fig. 7H, the level of Ddit4 and autophagy-related genes was significantly higher in the muscles of cachectic patients. At the same time, the phosphorylation of Akt1 and mTOR was lower, which was consistent with our in vitro results. Thus, we might conclude that the p38-Ddit4-mTOR axis is crucial in the context of muscle atrophy in cancer cachexia.

## Discussion

Cancer cachexia is a severe condition that occurs in 50–80% of cancer patients, especially in the late stage [2]. There is still no efficient treatment for it. One of the major obstacles to investigating cancer cachexia in clinical practice is the difficulty of collecting tissues, especially muscle, from cachectic cancer patients [30]. Thus, until now, the greatest advancements in understanding this disease and developing therapy were based on animal models. A large number of valuable mechanisms were obtained from rodent cachectic model studies [6, 8, 31]. Overexpression of the E3 ubiquitin-protein ligase of Trim63 (also known as Murf1) and F-box only protein 32 (Fbxo32, also known as Atrogin1) [32, 33] enhances the ubiquitin-dependent protein degradation of muscle component proteins in atrophic muscles. The expression of these elements is under the control of the transcription factors forkhead box protein O1 (Foxo1) and Foxo3, which act as regulatory nodes between anabolic and catabolic processes [34, 35]. Moreover, AKT activity is critical for protein synthesis and cell survival in muscle cells, which is often suppressed in cancer cachexia. Furthermore, the inhibition of AKT activates cell autophagy by increasing the expression of Beclin 1, autophagy protein 5, and microtubule-associated protein 1A/1B light chain 3B (MAP1LC3B) [36].

The differences between the models adopted, e.g., the source of the tumor, the type of tumor cell line, the site of tumor plantation, the immune condition, and the genetic background of the mouse strain, all might influence the mechanism underlying the cachectic condition. On the other hand, all the muscles were considered a cachectic phenomenon by physical tests and the pathological assessment of the muscle section. Thus, we hypothesized that a general mechanism underlying cancer cachexia, regardless of the model, needs to be addressed. With the help of next-generation sequencing, we are able to understand the profile of atrophied muscles at the transcriptional level.

Accordingly, 6 high-throughput transcriptome datasets, including one generated by us, were retrieved and analyzed. A preliminary study of the DEGs of cachexia and normal muscle tissues of each dataset showed an overlap of upregulated 43 genes in all the models (Fig. S7). However, no biological pathways were significantly enriched among them, possibly because of the small number of genes or because the underlying mechanism might be accomplished by different genes at the biological level. Therefore, we tried to integrate all datasets as one large high-throughput result and compared the profile between all atrophic and normal samples.

As the data were obtained from different platforms, the transcripts of each dataset varied significantly, and strong batch effects were observed. Batch effects are subgroups of measurements that behave differently across conditions but are unrelated to the biological variables in a study [37]. Although they are difficult or impossible to detect in low-dimensional assays such as qPCR or northern blot assays, high-throughput technologies provide enough data to detect and possibly remove these batch effects. In gene expression studies, the greatest source of differential expression is nearly always across batches rather than across biological groups, owing to the influence of technical artifacts [13]. Thus, the removal of batch effects and the preservation of biological information after this process were critical. In our study, the ComBat function based on the surrogate variable analysis (SVA) algorithm, which adopts parametric empirical Bayesian adjustments of known phenotypes, was applied to the data, and the adjusted data showed minimum existence of the batch effect. The samples were separated according to cachectic conditions.

The comparison of the results of the C26 model with the merged data indicated that there was more overlap of the data at the pathway level than at the gene level, suggesting that different genes in different models might accomplish the same biological functions. Notably, the JAK-STAT pathway was enriched in the merged data but not in the C26 model. However, previous works by our group and others have indicated that the STAT3 pathway is important in cancer cachexia in the muscle. Indeed, manual screening of the genes in the JAK-STAT pathway (mmu04630) showed that multiple genes, such as Stat1, Pias4, Stat5b, and Stat3 were significantly differentially expressed in C26 model muscles compared with control mouse muscles (Fig. S8A and B). 

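Pias4 rose from 11.6 ± 1.49 to 31.2 ± 8.74 FPKM, a log2 fold change of 1.56 (SE 0.21, adjusted p = 0.00510 from limma with Benjamini-Hochberg adjustment). Stat3 rose from 11.0 ± 2.11 to 16.1 ± 3.39 FPKM, a log2 fold change of 0.74 (SE 0.21, adjusted p = 0.0383 from limma with Benjamini-Hochberg adjustment). Stat3 lost significance in 5 of the 6 fits that each left out a muscle. Stat5b had 50.1 ± 2.84 FPKM in C26 muscles and 42.4 ± 4.19 in control muscles, a log2 fold change of 0.45 (SE 0.18, adjusted p = 0.0878 from limma with Benjamini-Hochberg adjustment). Every C26 value of Stat5b was above every control value, and the difference did not pass the threshold after adjustment.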

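Of the genes shown in Fig. S8B, 49 were listed in the deposited values and Epor and Il7 were not. With an adjusted p under 0.05 over all genes (limma with Benjamini-Hochberg adjustment), 20 were higher and 19 lower, against 33.8% of all genes changed in either direction. Adjusted over the 49 genes alone, all 49 passed, which shows no stability for a list drawn from the same data. A fold change above 4 was reached by 9 of them, of which 4 were upregulated (Cdkn1a, Il6ra, Akt1 and Bcl2l1) and 5 downregulated (Lep, Socs1, Cntfr, Ccnd2 and Stat2). Lep had 1.24 FPKM in control replicate 3, below the other controls, and lost significance in 4 of the 6 fits that left out a muscle, while Socs1 lost it in 5 and Stat2 in 2. The list as a whole did not shift in one direction, with a mean log2 fold change of -0.05 (limma's camera test, Benjamini-Hochberg adjusted p = 0.840), and the sign of that mean turned when C26 replicate 3 or control replicate 1 was left out.

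**Figure D7:**
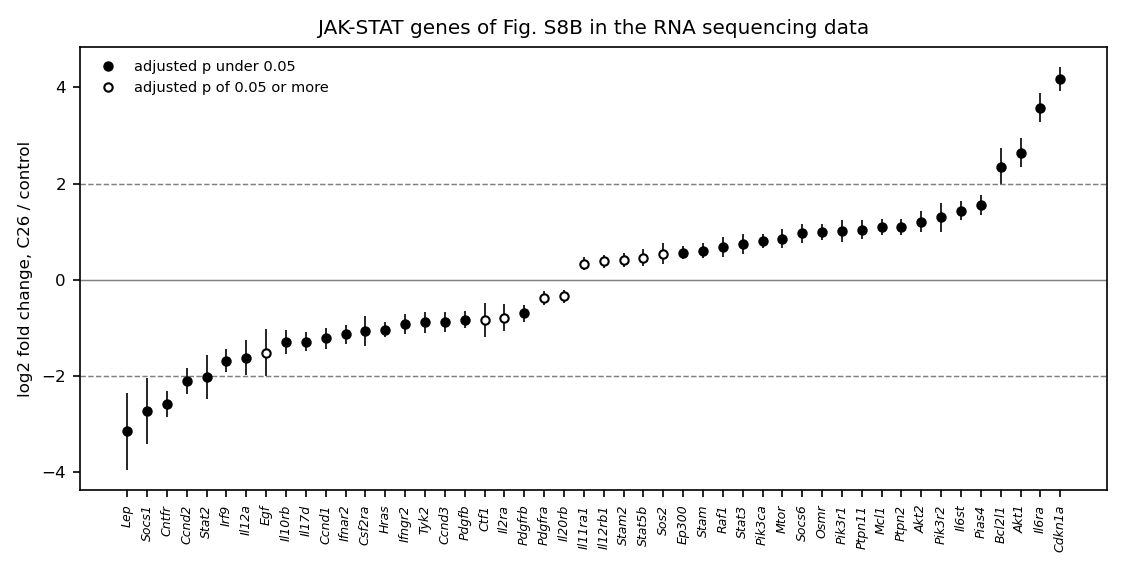
Log2 fold change of C26 against control muscle for listed genes of Fig. S8B, with bars for the standard error. Filled circles have an adjusted p under 0.05 and the dashed lines mark a fold change of 4, which 9 genes exceed.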

In the C26 model, these genes were significantly altered, although they did not vary strongly enough to meet the DEG cutoff. Furthermore, validation at the protein level showed that Stat3 was markedly activated in the C26 muscle, consistent with previous findings (Fig. S8C). These findings also reminded us of the importance of the biological validation of high-throughput assay results.

Construction of the protein–protein interaction network by the enriched genes revealed one key gene, “Ddit4”, also known as “Redd1”, that was also significantly differentially expressed in all datasets (Fig. 6A and Fig. S4), which drew our attention. Ddit4 is a cytoplasmic protein originally characterized by its transcriptional upregulation in the setting of DNA damage. Its expression is induced by multiple cellular stresses, such as hypoxia [25, 38], heat shock [39], and energy depletion [40]. Interestingly, it was reported that Ddit4 inhibited protein synthesis in mouse skeletal muscle by inhibiting mTORC1 in fasting conditions [41]. Thus, we tried to explore the possible contribution of Ddit4 to muscle atrophy in other models, such as denervation, immobilization, et al. Unlike cancer cachexia models, the muscle in these models showed a more heterogeneous feature; there were no DEGs, including Ddit4 or pathways shared in all these models. However, at the pathway level, downstream pathways in muscle atrophy such as autophagy that accomplished the degradation of proteins were shared in multiple models, suggesting that different factors may stimulate these effects. Ddit4 might be critical in cancer cachexia which showed a unique response to metabolic stress in the muscle, causing continued degradation of organelles and proteins.

Recent works have shown that both inflammatory factors and fatty acid oxidation could induce muscle atrophy in a p38 dependent manner [42]. However, how p38 induced autophagy and/or protein degradation was not fully defined. In our study, p38 induced Ddit4 expression and transcription, which inhibited mTOR activity and induced autophagy in myocyte upon stimulation.

However, an interesting paradox was observed in cachexia mouse models. The transcriptional levels of genes of important members of the PI3K-AKT pathway, such as Pik3r1, Pik3r2, Akt1, Akt2, and Pdpk1 were all significantly upregulated in atrophied muscles, while the phosphorylated form of Akt1 was inhibited in the C26 model. This phenomenon might be explained by an autonomous rebounding reaction of muscle cells after sensing insufficient PI3K-AKT pathway activity. 

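In the C26 muscles, all 5 genes were higher than in control muscles with an adjusted p under 0.05, both over all genes and over the 5 alone (limma with Benjamini-Hochberg adjustment). Pdpk1 rose from 3.55 ± 0.07 to 10.5 ± 3.19 FPKM, a log2 fold change of 1.56 (SE 0.22, adjusted p = 0.00557 from limma with Benjamini-Hochberg adjustment). Akt2 rose from 78.1 ± 9.07 to 159 ± 37.5 FPKM, a log2 fold change of 1.21 (SE 0.22, adjusted p = 0.0104 from limma with Benjamini-Hochberg adjustment). Pik3r1 had a log2 fold change of 1.01 (adjusted p = 0.0204, limma with Benjamini-Hochberg adjustment) and lost significance in 2 of the 6 fits that each left out a muscle. Pik3r2 had 9.10 ± 3.73 FPKM in C26 and 3.70 ± 0.77 in control muscles (adjusted p = 0.0211, limma with Benjamini-Hochberg adjustment) and lost significance in 4. Of the 5 genes, Akt1 passed the fold criterion of 4.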

Although the cells tried to compensate for the inhibition of the pathway by upregulation of the transcription of the genes, the posttranscriptional regulation still blocked the function of the pathway and induced autophagy and atrophy of the muscle in cancer cachexia. This finding also reminds us that a study of the proteomic profile of atrophied muscles may reflect the pathology of the disease better than a study of the transcriptomic profile.

In addition, the limitations of our studies should also be addressed. First, only genes shared by all datasets were reserved for further integration. Thus, it was possible that some biologically meaningful transcripts were excluded from further analysis. In addition, the sample size of each model was not even; thus, models with a larger number of samples have greater weight in the merged data. It might be fairer to randomly sample the data to obtain an equivalent sample size for each model. Second, the transcripts were mapped to genes that were already annotated, and only the level of the highest transcript variant of the same gene was chosen for further investigation. Information on de novo transcript or transcript variants was not included in our study. Third, although we were focusing on the commonalities of the muscle transcript profiles in cancer cachexia, the specificity of each model should not be neglected. A further systematic comparison of the significance of each model and the clinical relevance should also be thoroughly investigated in the future.

## Supplementary information

Supplementary Figures and Tables

# Supplementary material for: An integrative transcriptome study reveals Ddit4/Redd1 as a key regulator of cancer cachexia in rodent models
**Source:** Cell Death Dis. 2021 Jun 26;12(7):652. doi: 10.1038/s41419-021-03932-0
**Supplement:** Supplementary file 1 — Supplementary Figures and Tables

Supplementary Figures and Tables

Supplementary Figure S1

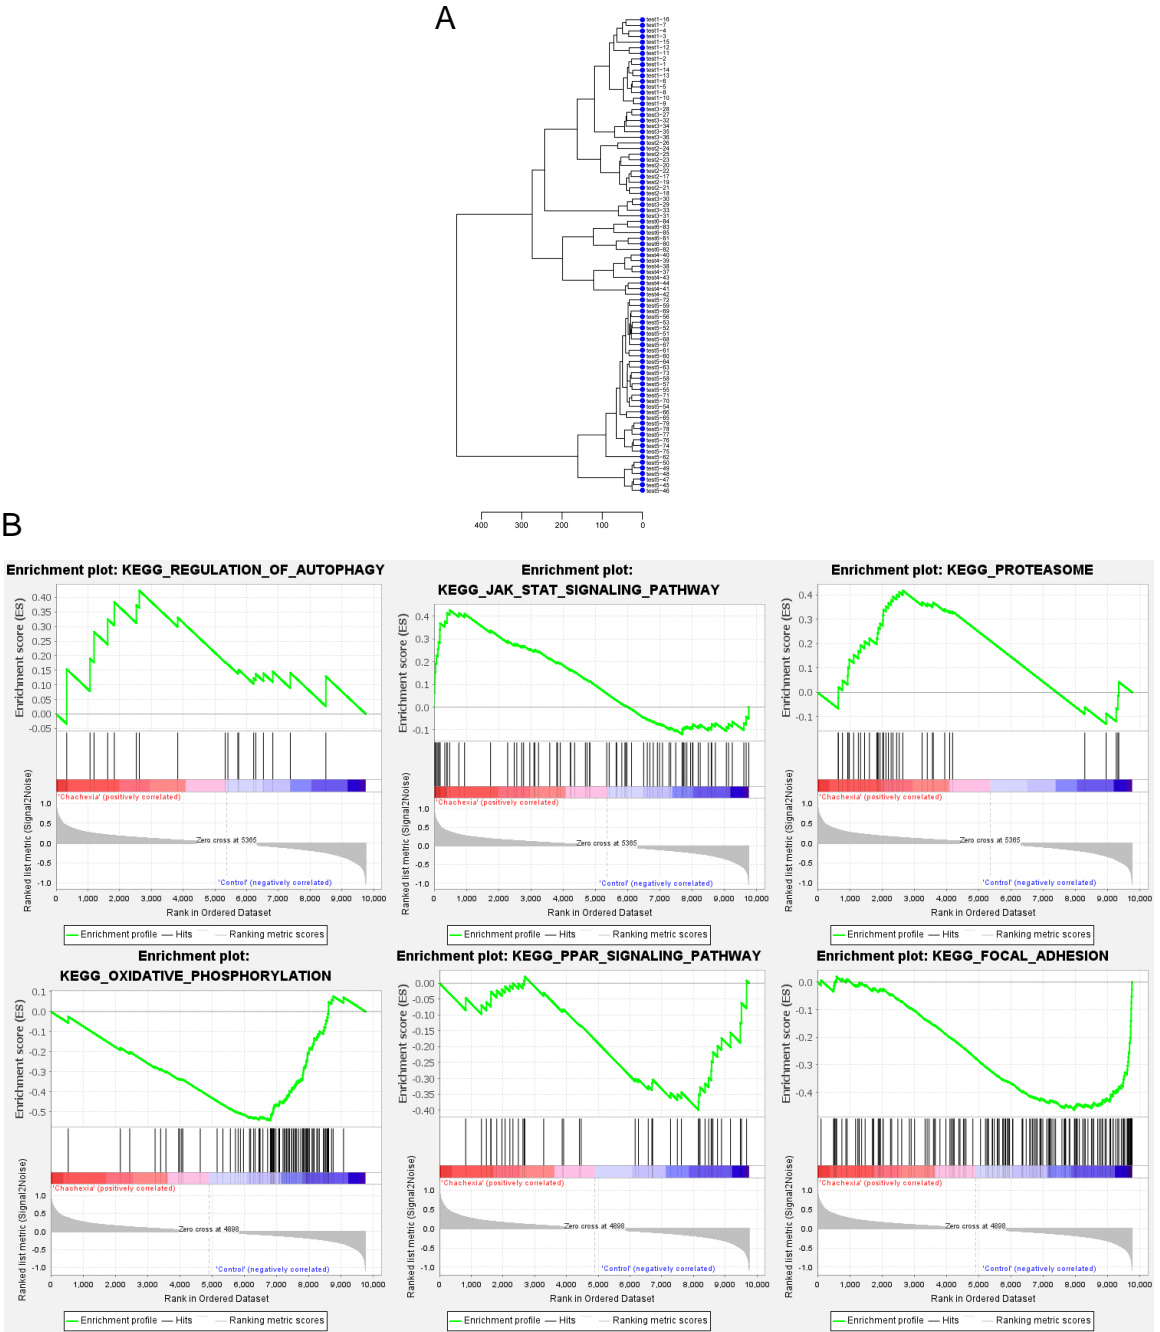

(A) Hierarchical Clustering assay of the transcriptome of the merged data and the samples were grouped according the data source.

(B) GSEA analysis of the human homolog of the genes

Supplementary Figure S2

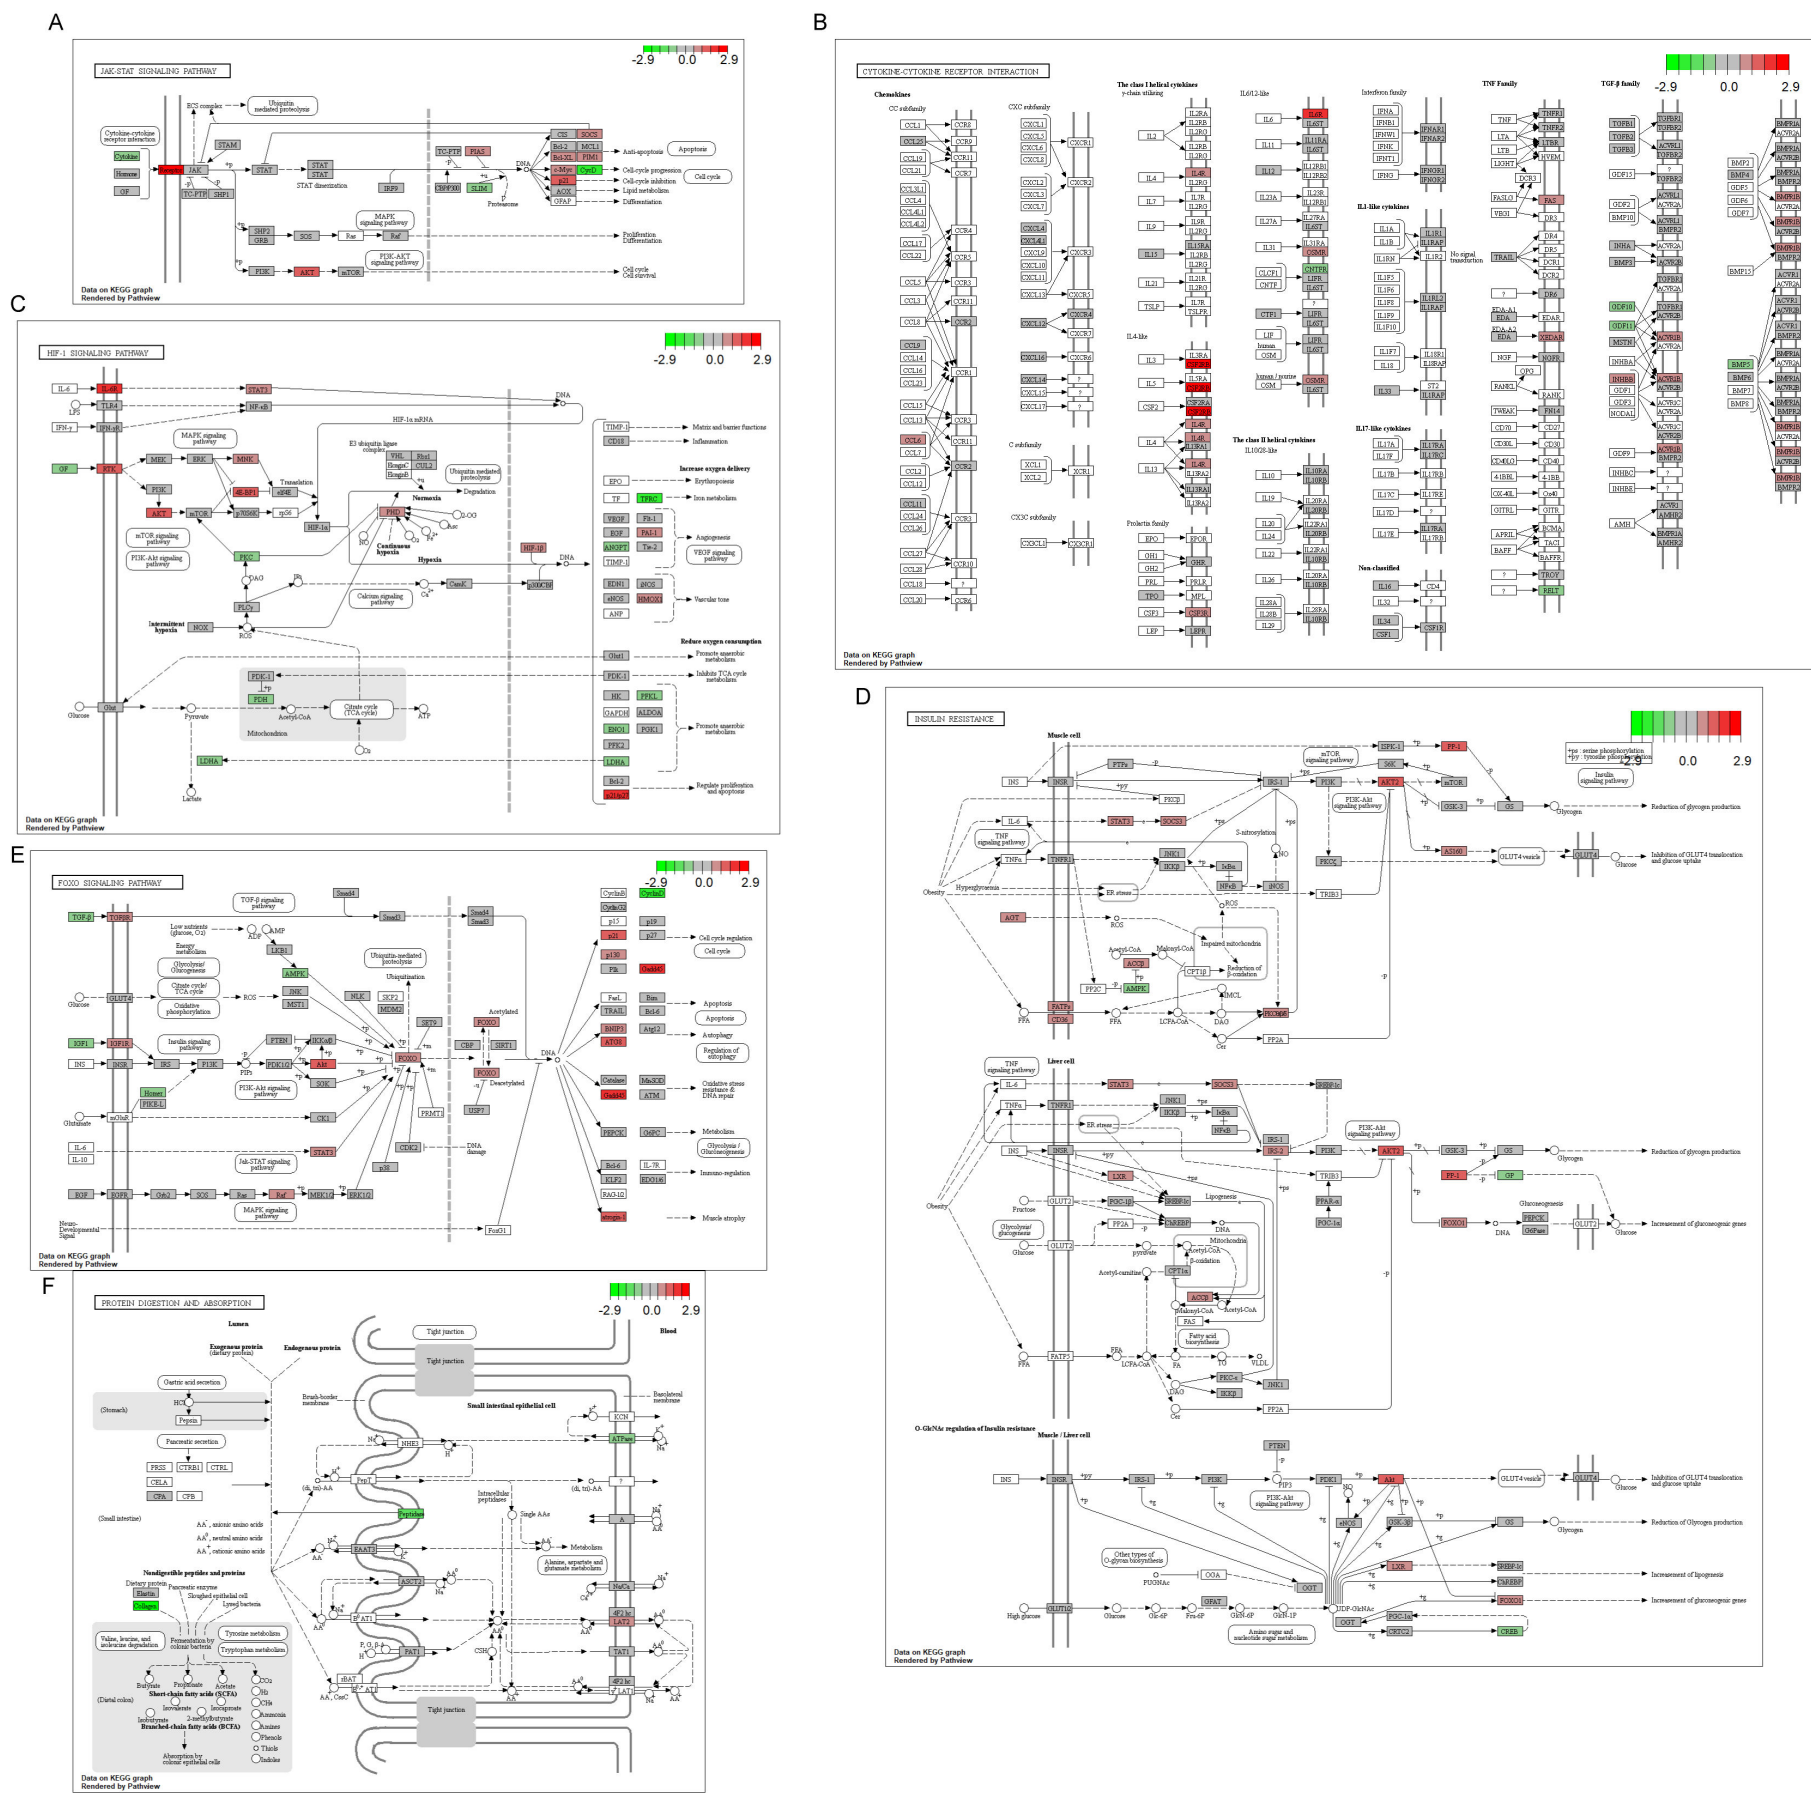

The DEGs were mapped to corresponding KEGG pathways, the colour represented the fold change of the genes. Red upregulated, green downregulated.

(A) JAK-STAT signalling pathway (mmu04630)

(B) Cytokine-cytokine receptor interaction (mmu04060)

(C) HIF-1 signalling pathway (mmu04066)

(D) Insulin resistance (mmu04931)

(E) FoxO signalling pathway (mmu04068)

(F) Protein digestion and absorption (mmu04974).

## Supplementary Figure S3

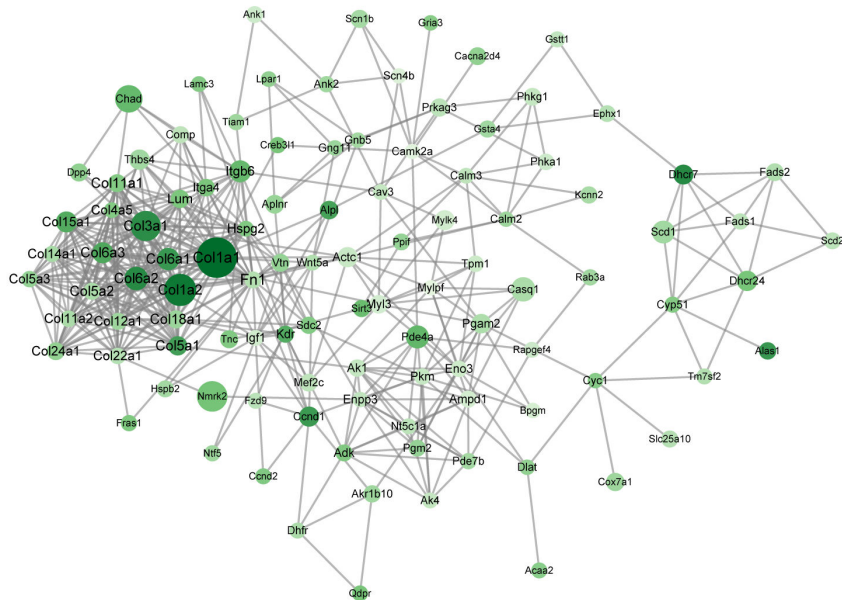

The network was constructed according to their biological association. The colour of the node was mapped to the degree of the gene and the circle and font size of the node was mapped to the Number of direct edges.

# Supplementary Figure S4

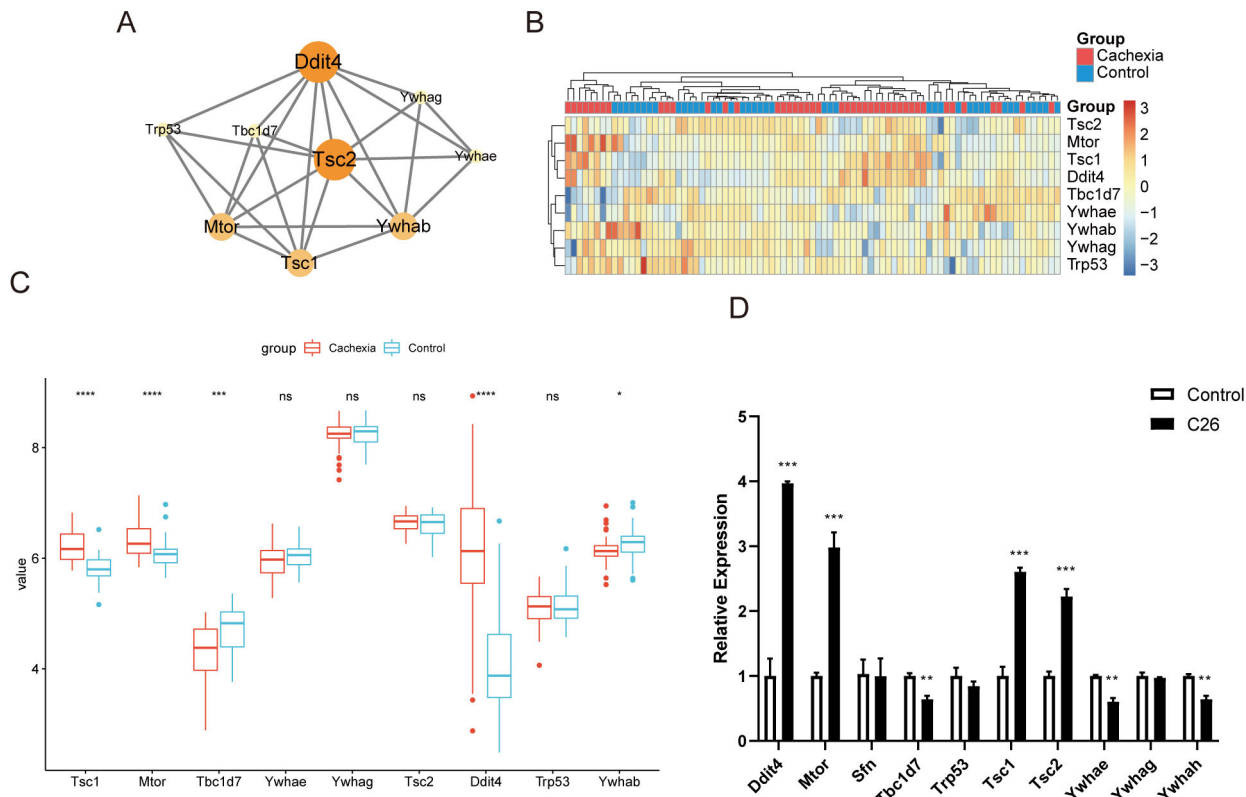

(A) Protein-protein interaction network of Ddit4 related genes. The colour of the node was mapped to the degree of the gene and the circle and font size of the node was mapped to the Number of direct edges.

(B) Heatmap of Ddit4 related genes of merged data.

(C) Boxplot of Ddit4 related genes at transcription level of merged data.

(D) qPCR validation of Ddit4 and mTOR related genes at transcriptional level in C26 cachexia models. Data were expressed as mean  $\pm$  SD, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . N=10

# Supplementary Figure S5

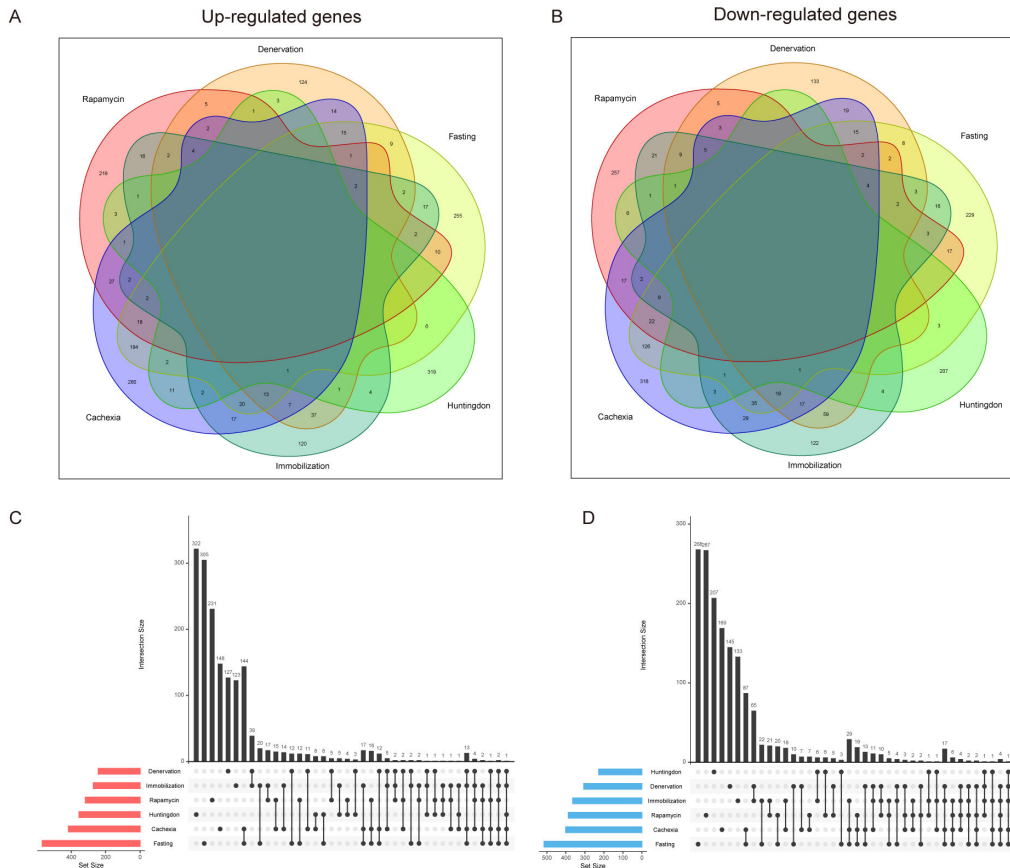

The Venn diagram showed the overlapping of the numbers of upregulated (A) and downregulated (B) DEGs discovered in each dataset, respectively. Same data was presented by upset figures in (C) and (D) for a clear view.

# Supplementary Figure S6

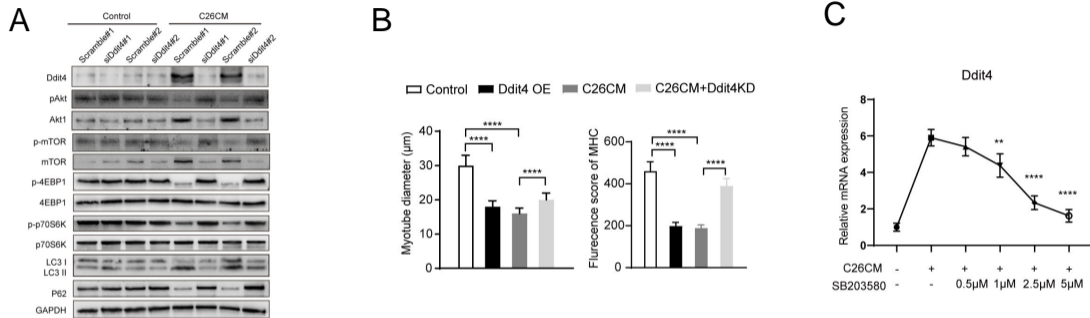

(A) Western blot analysis of indicated genes in C2C12 treated with RPMI1640 and C26CM with or without two different Ddit4siRNAs.

(B) The quantification of the average myotube diameter and the fluorescence intensity of MHC of myotubes.

(C) qPCR analysis of Ddit4 in C2C12 myotubes treated with C26 CM and SB203580.

Data are expressed as the mean  $\pm$  SD, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

Supplementary Figure S7

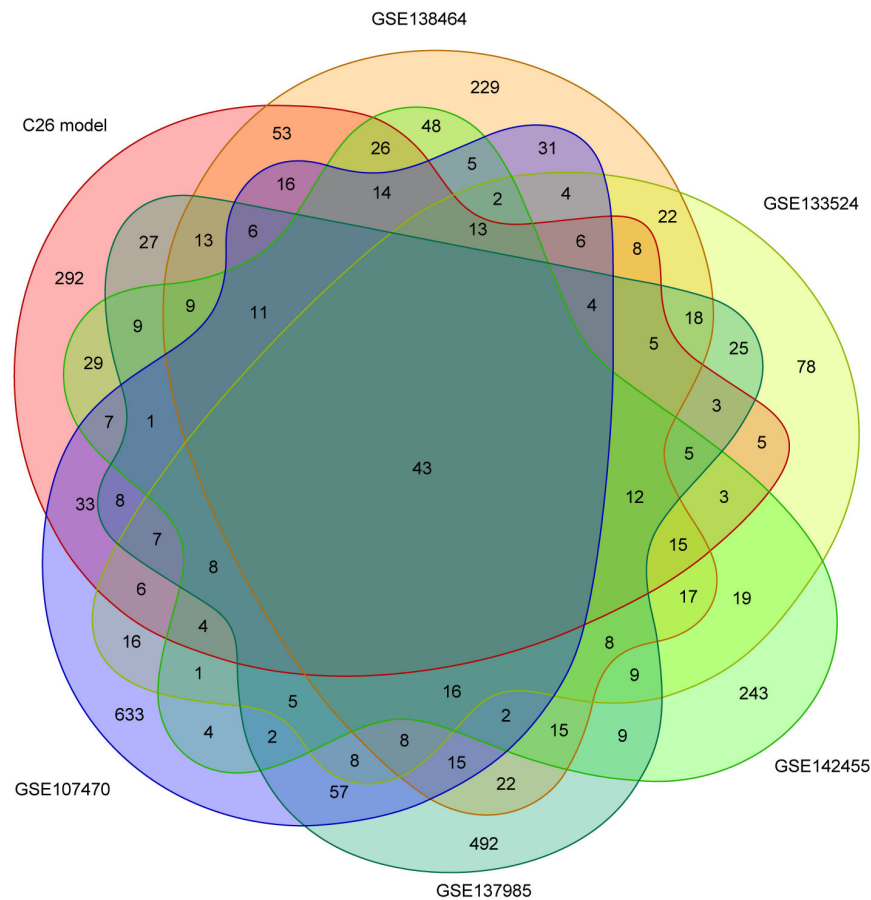

The Venn diagram showed the overlapping of the numbers of up-regulated 43 genes in all the models.

Supplementary Figure S8

A JAK-STAT pathway

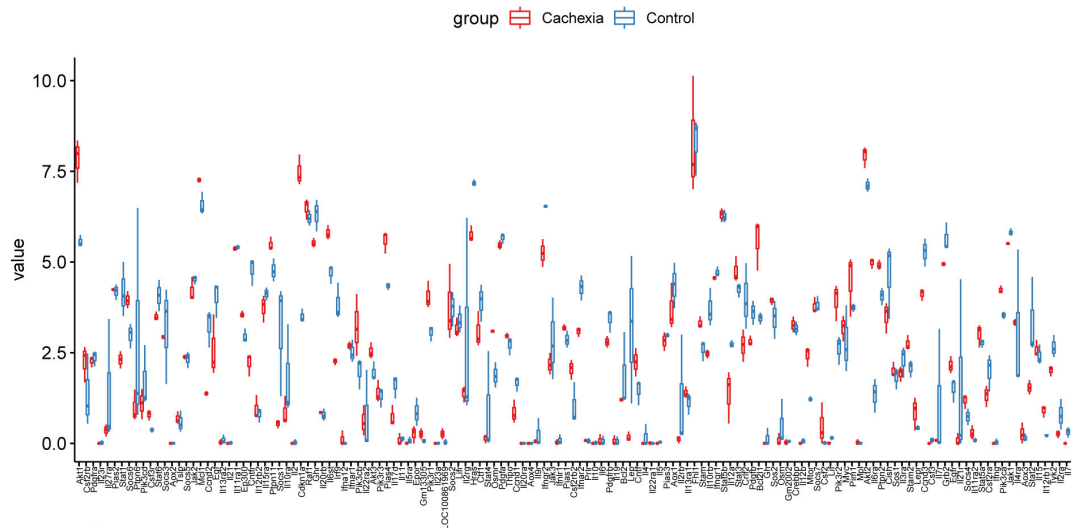

B

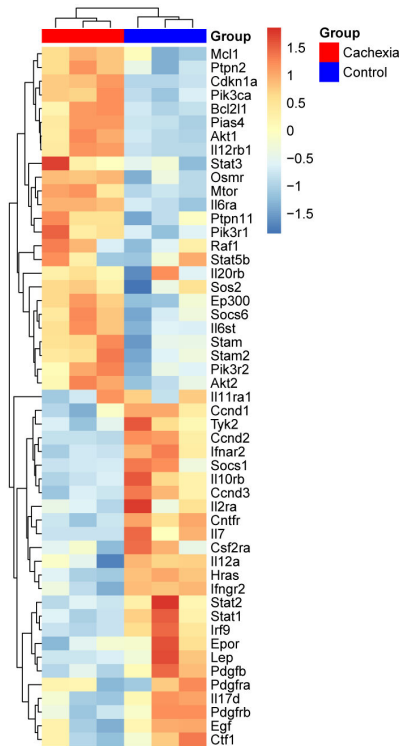

C

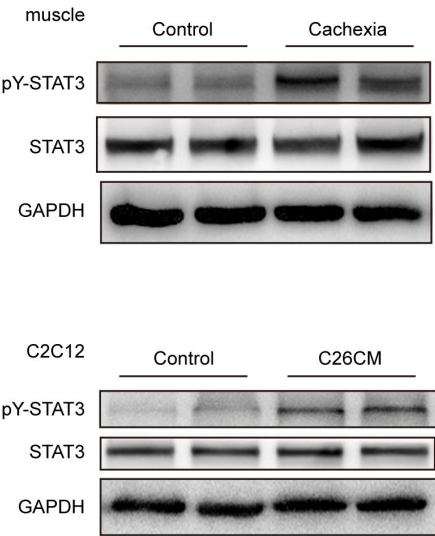

(A) Boxplot of the transcription level of genes of JAK-STAT pathway (mmu04630) in cachectic and control muscle of C26 model.  
(B) Heatmap of JAK-STAT pathway related genes in C26 and normal mice muscle.  
(C) Phosphorylation of STAT3 in C26 cachectic mice muscle and C2C12 treated with C26 CM were validated by western blot.

Table S1-Patients info

| General characteristics of patients | Normal           | Cancer cachexia          |
|-------------------------------------|------------------|--------------------------|
| Gender(female/male)                 | 1/3              | 2/3                      |
| Age(years)                          | 56.5 ± 3.28, n=4 | 61.2 ± 3.22, n=5         |
| Pre-illness weight (kg)             | 68 ± 5.24, n=4   | 69.6 ± 3.18, n=5         |
| Current body mass (kg)              | 68 ± 5.07, n=4   | 60.8 ± 2.92, n=5         |
| weight loss(%)                      | 0                | 12.66 ± 0.83, n=5        |
| BMI (kg/m2)                         | 24.7 ± 0.9, n=4  | 24.5 ± 0.26, n=5         |
| Malignancy                          | N/A              | Hepatocellular Carcinoma |

Table S2-Ddit4 siRNA

siDdit4#1: 5'- AGAGGAGGACGAGAAACGAUC-3';

siRNA scrambled#1: 5'- AAAGUACAGGCGAAAGAGGGC-3';

siDdit4#2 :5'-ACUUAACAGCCCCUGGAUCUU-3';

siRNA scrambled#2: 5'-UAAACUAACGGGUCUCCUCUC-3'.

Table S2-Primer list

| Target   | Sequence                                                                       |
|----------|--------------------------------------------------------------------------------|
| Bnip3    | Forward: 5'-TACCTCTCGGTGACCGCC-3'<br>Reverse: 5'-AGTGCAGTTCTACCCAGGAG-3'       |
| Akt1     | Forward: 5'-AGAAGAGACGATGGACTTCCG-3'<br>Reverse: 5'-TCAAACCTCGTTCATGGTCACAC-3' |
| Foxo1    | Forward: 5'-ACGAGTGGATGGTGAAGAGC-3'<br>Reverse: 5'-AAGGGACAGATTGTGGCGAA-3'     |
| Irs2     | Forward: 5'-CCGAGTCAATAGCGGAGACC-3'<br>Reverse: 5'-GCTCAGGGGTCTATCCATGC-3'     |
| Eif4ebp1 | Forward: 5'-AGCAGCCCCGGAAGATAAGC-3'<br>Reverse: 5'-ATCATTGCGTCCTACGGCTG-3'     |
| Il6ra    | Forward: 5'-CACGGGCACTCCTTGGATAG-3'<br>Reverse: 5'-CAACAGAGACCTGTGTGGGG-3'     |
| Ctsl     | Forward: 5'-CTGTTGCTATGGACGCAAGC-3'<br>Reverse: 5'-CCATGGTCGAGGTTCTTGCT-3'     |
| Egln3g   | Forward: 5'-ATGGTGATGGCCGCTGTATC-3'<br>Reverse: 5'-TCCGGAAATATCCGCAGGAC-3'     |
| Mknk2    | Forward: 5'-AGAACAGCCGAACCTCAGGG-3'<br>Reverse: 5'-GTGGGCTGAAGTCAGAGTCC-3'     |
| Cdkn1a   | Forward: 5'-TAAGGACGTCCCACTTTGCC-3'<br>Reverse: 5'-GACAACGGCACACTTTGCTC-3'     |
| Plcd4    | Forward: 5'-CTAGTGGGGGACCAGCTTTG-3'<br>Reverse: 5'-AGGCTCTCCATCAGGTCCAT-3'     |
| Phka1    | Forward: 5'-GGCAACTGGATGGACAGCTA-3'<br>Reverse: 5'-AACAGTGTGTGCCAAAAGGC-3'     |
| Pgam2g   | Forward: 5'-GCTGGCCAGAGAGTGCTTAT-3'<br>Reverse: 5'-GATTCCAGTGGGCAGGTTCA-3'     |
| Col1a1   | Forward: 5'-GACGCATGGCCAAGAAGACA-3'<br>Reverse: 5'-CTCGGGTTTCCACGTCTCAC-3'     |
| Camk2a   | Forward: 5'-ATTAGTCCGAGTGGAGCGAG-3'<br>Reverse: 5'-CCATCCCCGTCTTGTCAAA-3'      |
| Calm2    | Forward: 5'-ATTAGTCCGAGTGGAGCGAG-3'<br>Reverse: 5'-CCATCCCCGTCTTGTCAAA-3'      |
| Atp1b2   | Forward: 5'-AAGGAGTTCGTGTGGAACCC-3'<br>Reverse: 5'-TGAACATGGCCGTGAGGAAA-3'     |
| Bpgm     | Forward: 5'-GGCTGCTACTGGTAGTTTCCTT-3'<br>Reverse: 5'-ACATGCTGGTGGCTGAACTA-3'   |
| Pgm2     | Forward: 5'-GGCTGCTACTGGTAGTTTCCTT-3'<br>Reverse: 5'-ACATGCTGGTGGCTGAACTA-3'   |
| Scd1     | Forward: 5'-GGCCTGTACGGGATCATACTG-3'<br>Reverse: 5'-CCAGAGCGCTGGTCATGTAG-3'    |
| Ddit4    | Forward: 5'-GCCGGAGGAAGACTCCTCATA-3'<br>Reverse: 5'-CATCAGGTTGGCACACAGGT-3'    |
| mTOR     | Forward: 5'-GGGCAGTGTTGGCTCTACAT-3'<br>Reverse: 5'-CATAGGCTCGGCTGTAGCTC-3'     |
| TSC1     | Forward: 5'-TGATAGAGCAGGGAGCAGGT-3'<br>Reverse: 5'-GAGAGCCTCCAAAGTGGGTC-3'     |
| Tbc1d7   | Forward: 5'-CCTCCCGGATCTCTGAGTCT-3'<br>Reverse: 5'-TCCTCTGAGAGTCGTCAGTC-3'     |
| Ywhah    | Forward: 5'-CTACGACGATATGGCCTCCG-3'<br>Reverse: 5'-GCCTGGCACCAACTACATTC-3'     |
| Ywhae    | Forward: 5'-CTACGACGATATGGCCTCCG-3'<br>Reverse: 5'-GCCTGGCACCAACTACATTC-3'     |
| Ywhag    | Forward: 5'-TGTGAAGATGGTGGACCGC-3'<br>Reverse: 5'-ACAGTGGTTTCGTTTCAGCTCG-3'    |
| TSC2     | Forward: 5'-CACGGCCCTGTACAAGTCAT-3'<br>Reverse: 5'-CTCCTGGACTTCCCTCCTCA-3'     |
| Sfn      | Forward: 5'-ACAGGCCGAACGGTATGAAG-3'                                            |

|       |                                     |
|-------|-------------------------------------|
|       | Reverse: 5'-GGAAAGCAGGTTTCGCTCCT-3' |
| Trp53 | Forward: 5'-ATTCAGGCCCTCATCCTCCT-3' |
|       | Reverse: 5'-TCCGACTGTGACTCCTCCAT-3' |
| GAPDH | Forward: 5'-GGAGAGTGTTCCTCGTCCC-3'  |
|       | Reverse: 5'-AATCTCCACTTTGCCACTGC-3' |

Table S3-Go

|            |            |                           |        |           |          |          |             |                                   |    |
|------------|------------|---------------------------|--------|-----------|----------|----------|-------------|-----------------------------------|----|
| GO:0016528 | GO:0016528 | sarcoplasm                | 11/774 | 84/23436  | 9.83E-05 | 0.00258  | 0.002034939 | Car4/Ank3/Nol3/Finc/Ryr1/Thbs4/Jc | 11 |
| GO:1902495 | GO:1902495 | transmembrane transpo     | 24/774 | 308/23436 | 9.89E-05 | 0.00258  | 0.002034939 | Scn3b/Chrna9/Catsper4/Kcna5/Cacr  | 24 |
| GO:1990351 | GO:1990351 | transporter complex       | 24/774 | 315/23436 | 0.00014  | 0.003273 | 0.002581627 | Scn3b/Chrna9/Catsper4/Kcna5/Cacr  | 24 |
| GO:0005588 | GO:0005588 | collagen type V trimer    | 3/774  | 4/23436   | 0.00014  | 0.003273 | 0.002581627 | Col5a1/Col5a2/Col5a3              | 3  |
| GO:0042567 | GO:0042567 | insulin-like growth facto | 3/774  | 4/23436   | 0.00014  | 0.003273 | 0.002581627 | Igf1r/Igf1                        | 3  |
| GO:0016529 | GO:0016529 | sarcoplasmic reticulum    | 10/774 | 75/23436  | 0.000174 | 0.003924 | 0.003094866 | Car4/Ank3/Nol3/Ryr1/Thbs4/Jph2/C  | 10 |
| GO:0045121 | GO:0045121 | membrane raft             | 26/774 | 364/23436 | 0.000211 | 0.004611 | 0.003636727 | Igf1r/Cblb/Adcy2/Npc1/Dmd/Hmox    | 26 |
| GO:0098857 | GO:0098857 | membrane microdomair      | 26/774 | 365/23436 | 0.00022  | 0.004663 | 0.003677658 | Igf1r/Cblb/Adcy2/Npc1/Dmd/Hmox    | 26 |
| GO:0034702 | GO:0034702 | ion channel complex       | 22/774 | 293/23436 | 0.000319 | 0.006557 | 0.005171167 | Scn3b/Chrna9/Catsper4/Kcna5/Cacr  | 22 |
| GO:0031594 | GO:0031594 | neuromuscular junction    | 11/774 | 97/23436  | 0.000357 | 0.00683  | 0.005386704 | Ank3/Prkcg/Des/Cdh15/Chrna1/Po    | 11 |
| GO:0043230 | GO:0043230 | extracellular organelle   | 12/774 | 113/23436 | 0.000362 | 0.00683  | 0.005386704 | Car4/Prom1/Ahnak/Cd63/Lamp2/Se    | 12 |
| GO:0098589 | GO:0098589 | membrane region           | 26/774 | 377/23436 | 0.000363 | 0.00683  | 0.005386704 | Igf1r/Cblb/Adcy2/Npc1/Dmd/Hmox    | 26 |
| GO:0034703 | GO:0034703 | cation channel complex    | 18/774 | 219/23436 | 0.000374 | 0.006858 | 0.005408555 | Scn3b/Catsper4/Kcna5/Cacng1/Abc   | 18 |
| GO:0001917 | GO:0001917 | photoreceptor inner seg   | 8/774  | 56/23436  | 0.000477 | 0.008512 | 0.006713504 | Dnm3/Lrrc30/Gnb5/Cib2/Dnm1/Pkr    | 8  |
| GO:0044304 | GO:0044304 | main axon                 | 10/774 | 86/23436  | 0.000536 | 0.009317 | 0.007347919 | Ank3/Thy1/Myoc/Tiam1/Kcnc1/Scn    | 10 |
| GO:0030659 | GO:0030659 | cytoplasmic vesicle merr  | 22/774 | 306/23436 | 0.000576 | 0.009762 | 0.007698938 | Selp/Car4/App12/D230025D16Rik/Se  | 22 |

Table S3-KEGG

|             |                              |          |             |             |             |               |         |
|-------------|------------------------------|----------|-------------|-------------|-------------|---------------|---------|
| 58 mmu04260 | Cardiac muscle 7/197         | 59/4348  | 0.016273409 | 0.230699497 | 0.215635259 | 66445/319734  | 7 down  |
| 59 mmu04371 | Apelin signalin 10/197       | 103/4348 | 0.017357321 | 0.232395246 | 0.217220278 | 12443/23796/t | 10 down |
| 60 mmu05031 | Amphetamine 5/197            | 36/4348  | 0.021791997 | 0.276414278 | 0.258364951 | 26427/53623/. | 5 down  |
| 61 mmu00760 | Nicotinate and 4/197         | 26/4348  | 0.027936561 | 0.330085283 | 0.308531341 | 64384/69564/. | 4 down  |
| 62 mmu04911 | Insulin secretin 6/197       | 52/4348  | 0.028762618 | 0.330085283 | 0.308531341 | 26427/19339/. | 6 down  |
| 63 mmu05414 | Dilated cardiomyopathy 7/197 | 68/4348  | 0.032924465 | 0.360672553 | 0.337121321 | 16420/16401/. | 7 down  |
| 64 mmu01212 | Fatty acid metabolism 5/197  | 41/4348  | 0.036146391 | 0.378751312 | 0.354019571 | 52538/20249/! | 5 down  |
| 65 mmu04964 | Proximal tubule 3/197        | 17/4348  | 0.038960615 | 0.381424149 | 0.356517877 | 76257/27376/. | 3 down  |
| 66 mmu04713 | Circadian entrainment 6/197  | 56/4348  | 0.03956682  | 0.381424149 | 0.356517877 | 53623/66066/. | 6 down  |
| 67 mmu05146 | Amoebiasis 6/197             | 57/4348  | 0.042621144 | 0.395065219 | 0.36926821  | 12842/12843/. | 6 down  |
| 68 mmu04020 | Calcium signaling 9/197      | 105/4348 | 0.047098393 | 0.420396771 | 0.39294566  | 105675/12314  | 9 down  |

Table S4

| GEO_accession | Journal                                         | Test_assigned | Sample_size | Mouse_strain                         | Model                                        | Cancer type       | Muscle type      | Body weight loss                                             | Anorexia        |
|---------------|-------------------------------------------------|---------------|-------------|--------------------------------------|----------------------------------------------|-------------------|------------------|--------------------------------------------------------------|-----------------|
| GSE133524     | Cell report                                     | Test1         | 4           | C57BL/6J                             | KPP(KrasLSL-G12D/+, Ptenf/f , Ptf1aER-Cre/+) | Pancreatic Cancer | Tibalis anterior | ~30%                                                         | Not available   |
|               |                                                 |               | 4           | C57BL/6J                             | KPC(Kras+/LSL-G12D, Trp53+/R270H, Pdx1+/Cre) | Pancreatic Cancer | Tibalis anterior | ~25%                                                         | Not available   |
|               |                                                 |               | 4           | CD2F1                                | C26 xenograft                                | Colon Cancer      | Tibalis anterior | ~20%                                                         | Not available   |
|               |                                                 |               | 4           | C57BL/6J                             | LLC xenograft                                | Lung Cancer       | Tibalis anterior | ~20%                                                         | Not available   |
| GSE138464     | Embo molecular medicine                         | Test2         | 10          | CD2F1                                | C26 xenograft                                | Colon Cancer      | Gastrocnemius    | ~20%                                                         | Observed        |
| GSE107470     | Proceedings of the National Academy of Sciences | Test3         | 10          | ~75% C57Bl/6, ~25% FVB/n and 129SvEv | KrasG12D/+;Lkb1f/f                           | Lung Cancer       | Gastrocnemius    | ~30%                                                         | Observed        |
| GSE142455     | JCI insight                                     | Test4         | 4           | CD2F1                                | C26 splenic xenograft                        | Colon Cancer      | Tibalis anterior | ~4g*                                                         | Not available   |
|               |                                                 |               | 4           | CD2F1                                | C26 subcutaneous xenograft                   | Colon Cancer      | Tibalis anterior | ~4g*                                                         | Not available   |
| GSE137985     | Journal of Cachexia, Sarcopenia and Muscle      | Test5         | 34          | NOD.Cg-PrkdcscidIl2rgtm1Wjl/SzJ      | PDX                                          | Pancreatic Cancer | Tibalis anterior | ~25%                                                         | Not available   |
| Na            | Na                                              | Test6         | 6           | Bab/c                                | C26 xenograft                                | Colon Cancer      | Gastrocnemius    | ~25%                                                         | Not significant |
|               |                                                 |               |             |                                      |                                              |                   |                  | *The original data of the whole body weight is not available |                 |

How the deposited data were processed for this re-analysis (not part of the article)

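Gastrocnemius muscles of 3 mice with C26 tumors and 3 control mice were compared. The authors made the deposited FPKM values by removing reads with adaptors, of low quality or from rRNA, aligning single-end reads of 50 bases to GRCm38.p5 with bowtie2 and estimating expression by RSEM. The FPKM are given to 2 decimals, and every one of the 13363 listed genes has a value above 0 in all 6 samples. The paper states that the level of the highest transcript variant of each gene was used. Read counts were not analysed here, so the depth per sample and the counting error behind each value are unknown, and the spread between the 3 muscles of a group is the measure of precision used.

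Condition and replicate were taken from the sample labels. Gene symbols were matched to the Entrez gene IDs for 13327 genes and not found for 36. The FPKM of each sample were rescaled to a sum of 1000000 (TPM) and divided by TMM factors, computed with 30% of log ratios and 5% of mean levels trimmed. A pseudocount of 1 was added before the log2 transformation. C26 and control muscles were compared per gene with limma 3.58.1 under R 4.3.3, with empirical Bayes moderation, and p-values were adjusted by the Benjamini-Hochberg method over all listed genes. DEGs had an adjusted p under 0.05 and a fold change above 4, the criteria of Fig. 2B. The fits were tested on simulated data for 13363 genes of which 200 were changed. Of these, 166 (83%) were recovered with an adjusted p under 0.05, all 200 had the right sign, 11 unchanged genes were called (6.21% of the calls), and 0 genes were called when none was changed. The simulated changes were all larger than 4-fold, in well expressed genes, with noise drawn independently for each gene. These shares therefore do not carry over to smaller changes or to genes that vary together.

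Gene lists were written from gene symbols or taken from the Reactome sets that come with fgsea 1.28.0. The GO and KEGG sets of the paper were not analysed here. Over-representation among DEGs was tested with a one-sided Fisher's exact test against the 9620 genes whose higher group mean reached 2 on the log2 scale, that is, genes that could pass the fold criterion. Whole lists were tested with limma's camera test at a correlation between genes of 0.01, for 40 lists. Principal components were computed on centred and scaled genes, and samples were clustered by complete linkage on Euclidean distance. Primer and siRNA sequences were compared with the GENCODE transcripts of GRCm38. Figures were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6.

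The genes named are those the paper names for the C26 muscle, the 5 upregulated and 5 downregulated DEGs with the largest changes whose groups did not overlap, and up to 5 members of each list with the largest changes among those with an adjusted p under 0.05. One gene that the paper names for the C26 muscle is not reported here. The alternatives were a pseudocount of 0.1, a filter on a mean TPM of at least 1, TPM without TMM, FPKM as deposited, quantile normalization, the replicate number as a block, an intensity trend in the prior variance, an ordinary linear model per gene, and a correlation between genes of 0.05. Fits with each muscle left out in turn are given apart from these alternatives. Corrections for GC content and transcript length and a scaling without the 20 most abundant genes were chosen after the data had been seen. The replicate numbers come from the sample labels, and the paper describes no pairing of the mice. The other models and datasets of the paper and its human samples were left out, since the deposited values cover the C26 experiment.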

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

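The 10 gene lists described here are lists that the paper does not discuss and that differed between C26 and control muscles with an adjusted p under 0.05 in limma's camera test with Benjamini-Hochberg adjustment, which is what singled them out. The lists, the splits of the samples, the GC and length tests, the test of the glucocorticoid list without FoxO genes, the random lists for the Y chromosome and the overlap test of the Reactome interferon list were chosen before their results were seen, and the tests without control replicate 1, without the FoxO genes for the denervation list, of the scalings for the ribosomal list and of the neutrophil markers were chosen only after the result was seen. The 6 samples can be split into 3 and 3 in 10 ways, of which 4 part all same-numbered pairs, the real split included, so no share of them can fall below 0.05 and the splits alone cannot tell a pattern apart from a chance split of the samples. The remaining 6 splits part 1 pair.

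The interferon-stimulated genes had a mean log2 fold change of -2.10, with 52 of 52 genes lower (adjusted p = 2.02e-11) and every C26 muscle below every control muscle. The adjusted p lay between 6.49e-13 and 3.23e-05 over the alternatives, and 1 of the 4 splits gave a p as small. After correction for GC content and transcript length, which moved its genes by a median of 0.066 on the log2 scale, the mean was -2.14 and the adjusted p 2.65e-11, so these trends do not account for the shift. Control replicate 1 had the highest values, and without it the adjusted p was 8.59e-17 and the mean log2 fold change -1.46, so this muscle contributes to the size of the shift and does not account for all of it. The glucocorticoid-induced genes had a mean log2 fold change of 2.30, with 29 of 31 genes higher (adjusted p = 1.84e-11) and every C26 muscle above every control muscle. The adjusted p was 6.52e-12 after the GC and length correction, and 1 of the 4 splits gave a p as small. Without the genes shared with the FoxO list, 24 genes had a mean log2 fold change of 2.50 and a camera p of 1.91e-12. An interferon response that is lower and a glucocorticoid response that is higher in C26 muscle may underlie these shifts, as hypotheses found and tested on the same data.

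The 12 genes of the Reactome interferon alpha beta term had a mean log2 fold change of -1.12, with 9 lower (adjusted p = 0.0379) and every C26 muscle below every control. The adjusted p was 0.0304 after the GC and length correction, and 2 of the 4 splits gave a p as small. Its 8 genes outside the interferon-stimulated list had a camera p of 0.347, so the overlap between the lists remains as an explanation.

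The denervation-response genes had a mean log2 fold change of 0.90, with 17 of 24 genes higher (adjusted p = 0.0496) and every C26 muscle above every control. The adjusted p was 0.0485 after the GC and length correction, and 2 of the 4 splits gave a p as small. The 20 genes not in the FoxO list had a mean of 0.30 and a camera p of 0.516, so the overlap with the FoxO genes remains as an explanation. The cytosolic ribosomal protein genes had a mean log2 fold change of 0.32, with 72 of 80 genes higher (adjusted p = 0.00258), while the muscles of the groups overlapped. The adjusted p was 0.000116 after the GC and length correction, 3 of the 4 splits gave a p as small, and under quantile normalization it was 0.903, so the shift depends on the scaling between samples.

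The adipocyte marker genes had a mean log2 fold change of -2.47, with 20 of 22 genes lower (adjusted p = 0.000296), and the fibroblast marker genes a mean of -1.49, with 18 of 19 lower (adjusted p = 4.97e-05). Every C26 muscle was below every control muscle for both lists. After the GC and length correction the adjusted p were 0.000451 and 5.83e-05, and 2 of the 4 splits gave a p as small for the adipocyte list and 2 for the fibroblast list. Less fat and fewer fibroblasts in the C26 samples may contribute, and dissection of the muscles was not tested. The erythroid marker genes had a mean of 0.71, with 8 of 9 genes higher (adjusted p = 0.0376) and every C26 muscle above every control. After the GC and length correction the mean was 0.76 (adjusted p = 0.0264). For the 77.8% of its genes that had these measures, this argues against such a bias as the source of the shift. The neutrophil markers, a test of more blood in the sample, had a camera p of 0.0545, and 3 of the 4 splits gave a p as small as that of the erythroid list. The shift cannot be told apart from more blood in the C26 samples, and a GC or length bias was not tested for the genes without these measures.

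The satellite cell and nerve marker genes had a mean log2 fold change of -0.49, with 14 of 15 genes lower (adjusted p = 0.0496) and every C26 muscle below every control. After the GC and length correction the mean was -0.48, which argues against such a bias as the source of the shift. The adjusted p was then 0.0714 and no longer under 0.05, and 3 of the 4 splits gave a p as small as the uncorrected one. The 4 Y chromosome genes had a mean of 0.72, with 4 higher (adjusted p = 0.0379) and every C26 muscle above every control. The adjusted p was 0.0485 after the GC and length correction, and 1 of the 4 splits gave a p as small. Their median log2 fold change was at percentile 86.1 of 10000 matched random lists, so the general spread of the genes remains as an explanation.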

How the results depend on the processing

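The alternatives below were set before the data were examined, apart from the GC and length corrections and the scaling without the 20 most abundant genes, which were chosen after the data had been seen, and no cause of a change was tested unless stated. Of 608 values for named genes under the other settings, 557 kept their direction and side of the threshold, 43 were weaker, 5 stronger and 3 reversed, and of 456 with a muscle left out, 375 kept both, 73 were weaker, 3 stronger and 5 reversed. Ddit4 kept its direction and an adjusted p under 0.05 in all of them, with log2 fold changes from 4.22 to 5.24. Clustering misplaced 0 samples in each setting tried. The depth is unknown, so it cannot be said which of these changes it limits.

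With a pseudocount of 0.1, 566 genes were downregulated DEGs in place of 231. With FPKM as deposited, 148 were upregulated DEGs in place of 235, and 1678 genes in place of 2589 were higher at any fold change. The share of higher genes among all called was then 40.1%, against 57.3% with the main scaling, and the median log2 fold change moved from -0.05 to -0.14. An ordinary linear model gave 122 downregulated DEGs, 1525 higher and 959 lower genes, against 1932 lower in the main setting. With the 20 most abundant genes left out of the scaling and no TMM, 451 genes were downregulated DEGs, 1520 were higher and 3356 lower, the share of higher genes was 31.2% and the median -0.27. Across the 6 fits that each left out a muscle, there were 176 to 376 upregulated and 135 to 269 downregulated DEGs, with 1127 to 3311 genes higher and 669 to 2160 lower. PC1 held 51.6% of the variance with quantile normalization, 68.7% with genes centred and not scaled and 53.9% to 61.2% with a muscle left out.

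With the replicate number as a block, 230 genes were upregulated and 214 downregulated DEGs, with 1839 higher and 1235 lower at any fold change. With the GC and length correction in the same fit, 223 and 208 were DEGs and 1225 were lower. Under the block the satellite cell and nerve list kept its mean log2 fold change of -0.49 and its adjusted p was above 0.05. The deviations of same-numbered muscles from their group means correlated at -0.04, -0.08 and -0.11, a mean of -0.08, against 0.03 for different-numbered muscles, so the numbers do not pair the mice.

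Each count of DEGs and of genes at any fold change was reached by 1 of the 4 splits that part all same-numbered pairs, the real one, as was each list's number of DEGs for the autophagy, FoxO, sarcomere, collagen, antigen presentation, class I antigen presentation, PPAR, extracellular matrix, fatty acid and muscle contraction lists. The other splits gave 0 DEGs, with 22 to 1049 genes at an unadjusted p under 0.05 against 6297 for the real split. For whole lists in limma's camera test, 1 of the 4 splits gave a p as small for the autophagy, FoxO, collagen, mTOR and MHC class II lists, 2 for the white adipocyte differentiation list, 3 for the antigen presentation and JAK-STAT lists and 4 for the PPAR, sarcomere and class I antigen presentation lists. With 4 splits no share can fall below 0.05, so the count of splits alone cannot exclude a chance split for any of these results. A camera p that more than 1 split reached does not single out the real grouping, since mixed groups gave it too. GC content and transcript length left 230 upregulated and 227 downregulated DEGs, so they do not account for the counts. Leaving the 20 most abundant genes out of the scaling gave 162 upregulated and 451 downregulated DEGs, so the number of downregulated DEGs depends on how these genes enter the scaling.

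Several list results changed their side of the threshold (Fisher's exact test and limma's camera test, Benjamini-Hochberg adjusted). With quantile normalization, 4 autophagy genes were upregulated DEGs in place of 6 (adjusted p = 0.0815, with a range of 0.00164 to 0.0815 over the alternatives). An ordinary linear model left 3 sarcomere, 1 antigen presentation, 1 class I antigen presentation and 3 PPAR genes among the DEGs in place of 8, 7, 4 and 9. With FPKM as deposited, 6 muscle contraction genes were downregulated DEGs in place of 4. With a muscle left out, 4 to 7 sarcomere, 1 to 13 antigen presentation, 1 to 8 class I antigen presentation, 3 to 11 PPAR, 1 to 7 fatty acid and 4 to 7 muscle contraction genes passed.

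The mTOR list had a mean log2 fold change of 0.48 with the TPM filter and with a correlation between genes of 0.05, and 0.26 with quantile normalization, each with an adjusted p of 0.05 or more. The FoxO list, at 0.56, did not pass with a correlation of 0.05 (adjusted p = 0.0804, over a range of 0.000366 to 0.0804). The sarcomere mean reversed to -0.0036 with FPKM as deposited, and the JAK-STAT mean lay between -0.088 and 0.017 with a muscle left out, reversing without C26 replicate 3 and without control replicate 1. The mean of the MHC class II list was 0.056 with quantile normalization and 0.21 with a correlation of 0.05, and it did not pass in either. The white adipocyte differentiation list did not pass with the TPM filter, the block or a correlation of 0.05 (each 0.15) or with quantile normalization (0.067), its mean reversed to -0.033 with FPKM as deposited, and it lay between 0.11 and 0.25 with a muscle left out. The class I antigen presentation mean lay between -0.67 and -0.28 with a muscle left out, and passed without control replicate 2.

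Of the lists the paper does not discuss, the following no longer passed. With the TPM filter these were the denervation (0.95), erythroid (0.71), satellite cell and nerve (-0.55) and Y chromosome (0.72) lists. The satellite cell and nerve list had means of -0.47 without TMM, -0.54 with FPKM as deposited and -0.30 with quantile normalization. The Reactome interferon mean was -1.15 with FPKM as deposited. With quantile normalization the ribosomal, erythroid and Y chromosome means were 0.041, 0.57 and 0.61. With a correlation of 0.05 between genes, the denervation (0.90), ribosomal (0.32), erythroid (0.71), satellite cell and nerve (-0.49), Y chromosome (0.72) and Reactome interferon (-1.12) lists did not pass. With a muscle left out, the means lay between 0.83 and 1.02 for denervation, 0.18 and 0.55 for ribosomal, 0.49 and 0.91 for erythroid, -0.64 and -0.35 for satellite cell and nerve, 0.62 and 0.88 for Y chromosome and -1.41 and -0.95 for Reactome interferon genes.

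The genes that reversed had an adjusted p of 0.147 or more (limma with Benjamini-Hochberg adjustment) where they did. Ywhag had log2 fold changes of -0.036 with FPKM as deposited and -0.21 with quantile normalization, and Pgm2 had 0.34 with quantile normalization. With a muscle left out, Ywhag lay between -0.081 and 0.33, Pgm2 between -0.22 and 0.059, Ywhah between -0.33 and 0.023 and Sfn between -0.73 and 0.22.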

Differences from the paper's values

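For Akt2, the log2 difference between C26 and control muscles was 1.21, against the paper's value of about 0.9 in Fig. S8A, read by eye. The tolerance of 0.304 came from the replicate SD in these data, not from the paper, and the main fit lay just outside it. Of the alternatives set before the data were examined, FPKM as deposited, quantile normalization and the fits without C26 replicate 1, C26 replicate 2, control replicate 1 or control replicate 3 gave values within that tolerance of the paper's. The pseudocount of 0.1, the TPM filter, TPM without TMM, the replicate block, the intensity trend, the ordinary linear model and the fits without C26 replicate 3 or control replicate 2 did not.

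For Stat5b, the log2 difference was 0.45, against the paper's value of about 0.1 in Fig. S8A, read by eye. The tolerance, again from the replicate SD in these data, was 0.255. FPKM as deposited, quantile normalization and the fit without control replicate 3 gave values within it, and the other alternatives and fits set before the data were examined did not. The paper names Stat5b among the genes that differ significantly in C26 muscle. Its adjusted p here was 0.0878 (limma with Benjamini-Hochberg adjustment, higher in 3 of 3 C26 muscles). It lay between 0.0615 and 0.869 over the alternatives and between 0.0587 and 0.218 with a muscle left out. Adjusted over the 49 JAK-STAT genes alone it was 0.0421, but each of these genes had an unadjusted limma p under 0.05. The largest was 0.0498 and that of Stat5b 0.0386, so an adjustment within the list could only give values under 0.05.

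The paper tests Pgm2, Pgam2 and Camk2a by RT-qPCR as downregulated genes shared by the C26 and merged data, and Fig. 5C calls them DEGs of the merged dataset, where the fold criterion is 1.5. For Pgm2, the log2 fold change here was -0.06 (adjusted p = 0.814, limma with Benjamini-Hochberg adjustment), and neither the alternatives set before the data were examined nor the fits with a muscle left out called it. Pgam2 and Camk2a were lower by log2 fold changes of -1.87 and -1.71, short of the fold criterion of 4 for the C26 muscle. Pgam2 passed it with FPKM as deposited (-2.09), with quantile normalization (-2.10) and without C26 replicate 3 (-2.14), and Camk2a with quantile normalization (-2.08).

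The paper states that the JAK-STAT genes of C26 muscle stayed below its criteria for DEGs, and 9 of 49 passed them here. It describes the genes related to Ddit4 as significantly different in cachectic muscle, from the merged data and RT-qPCR of Fig. S4. In the RNA sequencing data of the C26 muscles alone, 6 of the 11 genes, Tbc1d7, Ywhae, Ywhag, Ywhah, Sfn and Trp53, had an adjusted p of 0.0535 or more (limma with Benjamini-Hochberg adjustment). Tbc1d7 had an adjusted p under 0.05 with the TPM filter, without TMM, with FPKM as deposited, with quantile normalization and without C26 replicate 3, and over the alternatives it lay between 0.0284 and 0.134. Ywhae passed with quantile normalization (0.0277) in a range up to 0.692. The paper sets higher protein levels of Akt1 and mTOR against its RNA sequencing data. Here the RNA of both was higher, with log2 fold changes of 2.65 for Akt1 and 0.85 for Mtor.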

Other observations

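Of the tests in this part, those of the fibroblast markers, of the PPAR list without adipocyte markers and of the immune cell markers in all C26 muscles were chosen before the result was seen, and the others only after it was seen.

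The fall of the collagen genes came with lower fibroblast markers. The 16 fibroblast markers that are not collagens had a mean log2 fold change of -1.19, with 15 lower and a camera p of 0.000193. Fewer fibroblasts in the C26 samples may therefore contribute, and less collagen transcription per cell was not tested. The PPAR list without adipocyte markers still held 6 downregulated DEGs among 42 genes (one-sided Fisher's exact test, p = 0.000457), and these included Scd1 and Fasn, so the test cannot exclude less fat tissue in the C26 samples as their cause. The downregulated DEGs of the PPAR and adipocyte lists had a median log2 ratio of -2.70 in control replicate 3 against the other controls, at percentile 0 of 10000 matched random lists. Fat tissue that varied between the control samples may be behind the spread of these genes.

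The immune cell markers did not shift between the groups, with a mean log2 fold change of -0.26 and a camera p of 0.753. The list mixes cell types that moved in opposite directions, S100a8 and S100a9 up and Tyrobp down, so fewer of some immune cells cannot be excluded for the fall of antigen presentation and interferon genes. Control replicate 3 stood apart from the other controls, with 275 genes more than 4-fold higher and 52 more than 4-fold lower. Its immune cell markers had a median log2 ratio of 0.78 to the other controls, at percentile 99.99 of matched random lists, with 12 of 16 higher. A list of 7 B cell and lymph node markers, written after their values were seen, had a median of 5.87, at percentile 100. The B cell gene Cd79b, also chosen after its values were seen, had 134 FPKM in control replicate 3 and 0.11 and 0.21 in the other controls. RNA from lymphoid tissue in this sample is a candidate explanation. A mislabelled sample is not, since it correlated with the other controls by 0.0595 more than with the C26 muscles. The antigen presentation list was still lower without control replicate 3 (adjusted p = 0.000366, limma's camera test with Benjamini-Hochberg adjustment, within a range of 6.71e-09 to 0.00137 over the muscles left out), but its mean log2 fold change was then -0.96 in place of -1.42, so this sample contributes to the size of the shift.

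Ddit4 had 32.6 FPKM in control replicate 3 and 7.16 and 8.38 in the other controls. A glucocorticoid response in that mouse was tested with the glucocorticoid-induced list, whose median was at percentile 75.6 of matched random lists, so it does not account for the value. For Pgm2, the pair of primers in Table S2 gives a product of 90 bases from Bpgm and has no match to Pgm2, so the RT-qPCR for Pgm2 may have measured Bpgm.

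Col19a1 had the highest FPKM of any gene, 37707 in C26 replicate 3, and did not differ between the groups (log2 fold change -0.56, adjusted p = 0.396 from limma with Benjamini-Hochberg adjustment). Without that muscle it was lower in C26 muscles (log2 fold change -1.07, adjusted p = 0.00788 from limma with Benjamini-Hochberg adjustment), and over the 6 fits that left out a muscle the adjusted p lay between 0.00788 and 0.757. Of its 6874 windows of the read length, 0 occur in mitochondrially encoded transcripts. A cluster of 7 mitochondrial-like transcripts lies 24062 bases away, and 99.6% of its 3806 windows are identical to mitochondrially encoded transcripts. Without the annotation the authors used, the values of Col19a1 cannot be told apart from reads of mitochondrial origin counted to it.

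The proteasome subunit genes, a pathway that appears in Table S3, had a mean log2 fold change of 0.95, with 32 of 36 genes higher (adjusted p = 6.26e-11, limma's camera test with Benjamini-Hochberg adjustment). Psmb8 and Psmb10 belong to the immune form of the proteasome, and the 34 genes other than these had a mean of 1.15, with 32 higher.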
